# RIP-Chip analysis supports different roles for AGO2 and GW182 proteins in recruiting and processing microRNA targets

**DOI:** 10.1186/s12859-019-2683-y

**Published:** 2019-04-18

**Authors:** Giovanni Perconti, Patrizia Rubino, Flavia Contino, Serena Bivona, Giorgio Bertolazzi, Michele Tumminello, Salvatore Feo, Agata Giallongo, Claudia Coronnello

**Keywords:** microRNA regulatory activity, RIP-Chip data analysis, RISC proteins AGO2 and GW182, microRNA target prediction

## Abstract

**Background:**

MicroRNAs (miRNAs) are small non-coding RNA molecules mediating the translational repression and degradation of target mRNAs in the cell. Mature miRNAs are used as a template by the RNA-induced silencing complex (RISC) to recognize the complementary mRNAs to be regulated. To discern further RISC functions, we analyzed the activities of two RISC proteins, AGO2 and GW182, in the MCF-7 human breast cancer cell line.

**Methods:**

We performed three RIP-Chip experiments using either anti-AGO2 or anti-GW182 antibodies and compiled a data set made up of the miRNA and mRNA expression profiles of three samples for each experiment. Specifically, we analyzed the input sample, the immunoprecipitated fraction and the unbound sample resulting from the RIP experiment. We used the expression profile of the input sample to compute several variables, using formulae capable of integrating the information on miRNA binding sites, both in the 3’UTR and coding regions, with miRNA and mRNA expression level profiles. We compared immunoprecipitated vs unbound samples to determine the enriched or underrepresented genes in the immunoprecipitated fractions, independently for AGO2 and GW182 related samples.

**Results:**

For each of the two proteins, we trained and tested several support vector machine algorithms capable of distinguishing the enriched from the underrepresented genes that were experimentally detected. The most efficient algorithm for distinguishing the enriched genes in AGO2 immunoprecipitated samples was trained by using variables involving the number of binding sites in both the 3’UTR and coding region, integrated with the miRNA expression profile, as expected for miRNA targets. On the other hand, we found that the best variable for distinguishing the enriched genes in the GW182 immunoprecipitated samples was the length of the coding region.

**Conclusions:**

Due to the major role of GW182 in GW/P-bodies, our data suggests that the AGO2-GW182 RISC recruits genes based on miRNA binding sites in the 3’UTR and coding region, but only the longer mRNAs probably remain sequestered in GW/P-bodies, functioning as a repository for translationally silenced RNAs.

**Electronic supplementary material:**

The online version of this article (10.1186/s12859-019-2683-y) contains supplementary material, which is available to authorized users.

## Background

Argonaute (AGO) proteins and the GW182 protein family (also known as TNRC6 proteins) are involved in the cellular process which leads to gene silencing mediated by miRNAs, small endogenous non-coding RNAs that act as post-transcriptional regulators by base pairing to target mRNAs [1, 2]. While miRNAs guide AGOs to target mRNAs, a direct interaction between AGO and GW182 proteins is required for the assembly of ribonucleoprotein complexes, named RISCs, and the recruitment of additional factors involved in gene silencing, which is ultimately achieved through the degradation of target mRNAs or translational repression [3, 4]. Several studies of higher eukaryotes have indicated that, among the AGO proteins, AGO2 is catalytically active and involved in the mRNA cleavage process, whereas AGO1, 3 and 4 are catalytically inactive and mainly involved in translational repression [4, 5]. In the cell cytoplasm, AGOs, together with GW182/TNRC6A and its mammalian paralogs, TNRC6B and TNRC6C, have a role in executing miRNA-mediated repression, either by silencing or decay, but the proteins also contribute to other functions in the nucleus, such as transcription and splicing control [6, 7]. On the other hand, GW182 is a marker of GW/P-bodies, dynamic cytoplasmic structures containing non-translating mRNAs, that have been associated with the cellular response to stress [8] and were first identified because human autoimmune sera recognized them [9, 10]. Work over the past few years has significantly increased our understanding of the biology of GW/P-bodies in higher and lower eukaryotes. It has been shown that these bodies contain proteins involved in diverse post-transcriptional processes, such as mRNA degradation, nonsense-mediated mRNA decay, translational repression, RNA-mediated gene silencing, and may also function as a cytoplasmic domain for RNA storage.

Furthermore, RNA-binding protein immunoprecipitation, coupled with high-throughput methods for expression profiling, such as gene array (RIP-Chip) or sequencing (RIP-Seq), has allowed the systematic identification of RISC-bound miRNAs and their target mRNA sequences in mammalian cells and the dissection of miRNA-mediated post-transcriptional regulatory networks. This approach has been widely applied to the AGO protein family, through the immunoprecipitation of either exogenously introduced tagged-proteins or endogenous proteins and the subsequent analysis of the associated RNAs [10–13]. So far, few reports have described a similar approach for GW182 and its paralogs using specific antibodies [14, 15], and recently, Meister and co-workers reported a novel method, based on affinity purification, for the simultaneous isolation of all AGO-containing complexes [16].

The RIP-based high-throughput method for expression profiling has been widely used to predict miRNA-target interactions in order to develop algorithms useful for identifying potential miRNA targets. Several algorithms predict potential miRNA targets by considering the binding site characteristics of the analyzed miRNA-target pair, for example, the binding site minimum free energy (miRanda [17]), miRNA seed complementarity and conservation (Targetscan [18]), binding site accessibility (PITA [19]). More recent algorithms consider both miRNA and mRNA paired expression profiles to detect functional miRNA-mRNA pairs. As an example, we mention the web-tool MAGIA [20], which combines the prediction results from Targetscan, PITA and miRanda algorithms and adopts different statistical measures of profile correlation and algorithms for expression profile combination. The expression profile of endogenous miRNAs has been shown to be determinant in predicting RISC machinery functional targets, and it is used by ComiR [21] to predict targets of a set of miRNAs. In addition to such collaborative effects, competition effects have a crucial role in miRNA regulatory function, as shown by the evidence of competing exogenous [22] and endogenous [23] effects. In summary, both miRNA and mRNA expression profiles have a crucial role in determining miRNA binding activity.

In order to get additional insight into the diverse cellular functions of RISCs, we performed RIP-Chip experiments using antibodies specific for AGO2 and GW182/TNRC6A. Data from miRNA and mRNA expression profiles were combined, using existing target prediction results, to compute several variables that served to train and test various support vector machine (SVM) algorithms, searching for the more efficient variables for distinguishing enriched genes in the immunoprecipitated samples.

## Methods

### Cell culture

The MCF-7 human breast cancer cell line was purchased from American Type Culture Collection (ATCC, Rockville, MD, USA). Cells were cultured in Dulbecco’s modified Eagle Medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS), glutamine (4 mM) and penicillin/streptomycin (100 μg/ml).

### AGO2/GW182 immunoprecipitation

RNA-binding protein immunoprecipitation (RIP) of RISCs was performed using mouse monoclonal anti-AGO2 (clone 1B1-E2H5, RN003M), rabbit anti-GW182 (TNRC6A, RN033P) and the RIP-Assay Kit for microRNA (MBL International Corporation). Briefly, cells (1.5 × 10^7^) were suspended in 0.3 ml of miLysis buffer, supplemented with protease and RNase inhibitors, after incubation on ice for 10 min and one freeze-thaw cycle; the lysate was diluted five times with lysis buffer, and the cytoplasmic fraction was isolated by centrifugation at 12,000×g at 4 °C for 5 min. To eliminate nonspecific binding, the lysate was incubated with protein A/G-agarose beads (SantaCruz) at 4 °C for 1 h. The precleared lysates were then mixed with mouse anti-AGO2 or rabbit anti-GW182 (15 μg of Ab/mg of lysate) armed beads; the use of preimmune mouse IgG isotype (clone 6H3, M076–3, MBL) and rabbit IgG (PM035, MBL) assessed the specificity of the precipitated immunocomplexes. After incubation overnight at 4 °C on a rocking platform, AGO2-IP and GW182-IP beads were washed three times with ice cold wash buffer. Total RNA (i.e., including mRNAs and miRNAs) was extracted from IP fractions following the two-step method described in the RIP-Assay Kit, while total and unbound fractions were processed using TRIzol LS (ThermoFisher Scientific Inc.), according to the manufacturer’s instructions. 

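For the GW182 experiments, the IN and FT samples of experiment 3 differed most from those of experiments 1 and 2 in a group of miRNAs rather than in all of them. hsa-miR-222 (MIMAT0000279) had a log2 signal of 9.12 in the IN sample of experiment 1, 10.62 in that of experiment 2 and 1.98, the floor, in that of experiment 3. hsa-miR-221, which shares its cluster and seed, had 11.56, 12.28 and 4.18 in the same order. In the other direction, hsa-miR-205 was at the floor of 1.98 in experiments 1 and 2 and at 9.67 in experiment 3, and hsa-miR-203, an epithelial miRNA, had 7.63, 2.46 and 10.40. The FT samples gave 11.84, 12.46 and 2.06 for hsa-miR-221 and 7.89, 1.98 and 10.17 for hsa-miR-203. Across the 530 entries tested, Pearson's r of the log2 signals between IN samples was 0.956 for experiments 1 and 2, 0.912 for experiments 1 and 3 and 0.840 for experiments 2 and 3. For FT it was 0.934, 0.879 and 0.749. The IN sample of GW182 experiment 3 had an r of 0.935 and 0.952 with the IN samples of AGO2 experiments 1 and 2, against 0.788 and 0.825 for the IN sample of GW182 experiment 2. Between the GW182-IP samples, all extracted by the RIP-Assay Kit, r was 0.931, 0.876 and 0.805 for the same pairs of experiments. Their signals before normalization in experiments 1, 2 and 3 were 115, 442 and -0.594 for hsa-miR-221 and 7.28, 1.49 and 57.8 for hsa-miR-203. The pattern was thus also present where the kit did not differ, which argues against the kit as its whole source. These correlations are across miRNAs, which are not independent replicates, and the second kit was used in 1 experiment only. The miRNAs named here were chosen after their values were seen, as those with large differences between the experiments.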

For GW182_FT3 and GW182 _IN3 samples, total RNA was isolated using the miRNeasy Mini Kit from Qiagen, as described by Turchinovich and Burwinkel [24], obtaining similar results to those achieved with Trizol. In all cases, synthetic miRNA-39 from *C. elegans* (celmiRNA-39) was added as a spike-in control for miRNA isolation efficiency. RNA was quantified by NanoDrop (ThermoFisher Scientific Inc.), and RNA integrity and quality were assessed using the 2100 Agilent Bioanalyzer.

### Immunoblotting

Cytoplasmic proteins from total (IN), immunoprecipitated (IP) and unbound/flow-through (FT) cell lysates were separated on NuPage Novex 4–12% Bis-Tris precast gels (ThermoFisher Scientific Inc.), then transferred onto a PVDF FL membrane (Sigma-Aldrich). Primary antibodies against GW182 or AGO2 proteins (anti-GW182 and anti-AGO2, MBL International Corporation) were revealed with secondary antibodies, either conjugated to IRDye® 800CW (LI-COR) or Alexa Fluor 680, using the Odyssey infrared imaging system (LI-COR Biosciences) according to the manufacturer’s instructions.

### Microarray gene expression analysis

Cyanine-3 (Cy3) or Cyanine-5 (Cy5) labeled cRNA was prepared from 325 ng RNA for IN and FT samples or from 20 ng RNA for IP sample, using the LowInput QuickAmp Labeling Kit (Agilent), according to the manufacturer’s instructions, followed by RNAeasy mini kit column purification (Qiagen). Dye incorporation and cRNA yield were checked with the NanoDrop ND-1000 spectrophotometer. Hybridization and washing were performed using the in situ Hybridization Plus Kit following the manufacturer’s instructions (Agilent protocol: G4140-90050_GeneExpression_TwoColor_ver._6.9.1). Briefly, 1.0 μg of Cy3- or Cy5-labeled cRNA (specific activity > 9.0 pmol Cy/ug cRNA) was fragmented at 60 °C for 30 min in a reaction volume of 55 μl containing 1x fragmentation buffer and 2x blocking agent. On completion of the fragmentation reaction, 55 μl of 2x hybridization buffer was added to the mixture and hybridized to Whole Human Genome Microarray 4x44K v2 (Agilent-G4845A) for 17 h at 65 °C in a rotating hybridization oven. After hybridization, microarrays were washed for 1 min at room temperature with Wash Buffer1 and 1 min with 37 °C with buffer2, then dried immediately. Slides were scanned on the Agilent DNA Microarray Scanner (G2505B) using the two-color scan setting for 4x44k array slides (Scan Area 61 × 21.6 mm, Scan resolution 5 μm, dye channel PMT set to 100%). The scanned images were analyzed by Feature Extraction Software 9.5.1 (Agilent) using default parameters (protocol: GE2-v5_95 and Grid: 026652_D_F_20110325) to obtain background subtracted, dye normalized and spatially detrended processed signal intensities.

### Microarray miRNA expression analysis

Cy3-labeled cRNA was prepared from 100 ng RNA for IN and FT samples or from 20 ng RNA for IP sample, using the miRNA Microarray System with miRNA Complete Labeling and Hyb Kit, according to the manufacturer’s instructions (Agilent protocol: G4170-90011_miRNA_ver_3.1.1). Briefly, Cy3-labeled RNA, in a reaction volume of 45 μl containing 1x blocking agent and 1x Hi-RPM hybridization buffer, was hybridized to Human miRNA Microarray 8x15K (Agilent-G4470C) for 20 h at 55 °C in a rotating hybridization oven. After hybridization, microarrays were washed as above and dried immediately. Slides were scanned using the one-color scan setting for 8x15k array slides (Scan Area 61 × 21.6 mm, Scan resolution 5 μm, dye channel set to green and green PMT set to 100%). The scanned images were analyzed by Feature Extraction Software 9.5.1 (Agilent) using default parameters (protocol: miRNA-v1_95 and Grid: 021827_D_20081121) to obtain background subtracted and spatially detrended processed signal intensities.

### Reverse transcription and real-time PCR analysis

The reverse transcription reaction was performed using the miScript reverse transcription kit (Qiagen), according to the manufacturer’s instructions. Real-time PCR reagents and miScript primers for miRNAs were from Qiagen. Amplification reactions were performed using a StepOne Plus real-time PCR system (Applied Biosystems), according to the manufacturer’s manual; each reaction had three technical replicates, and data are presented as means ± standard deviation.

For normalization purposes, we used an adaptation of the normalization procedure used in [25]. For each sample, we computed which percentage of the total amount of RNA extracted in the IP experiments corresponded to the amount of RNA used in the RT-qPCR. Input RNA was used as the reference RNA. For each IP sample, a normalization factor was computed by dividing the percentage of RNA in the IP sample by the percentage of RNA in the Input sample. After RT-qPCR, for each miRNA, IP results were first compared with the Input RNA, then divided by the respective normalization factor. Differences between IP samples and IgG controls were calculated based on the 2^−ΔΔC(t)^ method.

### Predicted miRNA-mRNA interaction matrix

All the 3’UTR and coding sequences used to predict miRNA binding sites were selected from Ensembl.org. If the database contained more than one sequence for the same Ensembl ID, the longest sequence was selected. We only considered sequences at least 50 bases long. From Ensembl.org we selected 18,552 3’UTR and 19,420 coding sequences, of which 16,363 mRNAs were included in both sets and in the microarray platform used. MiRNA binding sites were predicted using TargetScan [18], PITA [19] and miRanda [17] scripts. We computed two miRNA-mRNA interaction matrices (*BS*), one for 3’UTR and one for the coding regions, which contained the number of binding sites predicted for each miRNA seed on the selected sequences. For both *BS* matrices, we computed the respective density matrices (*dBS*) by dividing the number of predicted binding sites by the length of the considered sequence.

### Data pre-processing and statistical analysis

Microarray data pre-processing consisted of the following pipeline. The Feature Extraction Software already provided background subtracted, dye normalized and spatially detrended processed signal intensities. Intensities were normalized using the quantile normalization technique. First of all, an average linkage cluster analysis was performed in order to check instrumental replicate consistency, and then the average expression profile of instrumental replicates was computed. 

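Of the 18 samples, 15 were hybridized to 2 miRNA arrays and 3, namely IN1, IN2 and IP1 of GW182, to 1 array. Clustered by average linkage on the linear quantile-normalized signals, the arrays of 11 of the 15 samples were each other's nearest neighbours. The 4 others were AGO2-IN3, AGO2-IP1, AGO2-IP2 and GW182-FT2. The 2 arrays of AGO2-IP1 had a Pearson's r of 0.990 and those of AGO2-IP2 one of 0.987, but each sample had an array that was nearer to an array of the other. The 2 arrays of AGO2-IN3 had an r of 0.975. In GW182-FT2 the r between the 2 arrays was 0.797, the lowest of the 15, and 1 of them lay nearest to the array of GW182-IN2. The median over the 15 samples was 0.998. On log2 signals 11 samples again had arrays that were nearest neighbours, with a lowest r of 0.932 and a median of 0.986. All these correlations are across entries of the array, which are not independent replicates.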

The obtained expression profiles were used to perform a post-hoc power analysis specific for microarray studies [26], and we obtained an observed power of 0.7, which implied that 70% of truly enriched genes were expected to be discovered.

The pre-processed expression profiles were compared through hierarchical cluster analysis (average linkage), where distance was computed as dist = 1 – correlation. Genes enriched and underrepresented in IP samples were identified using the Significance Analysis of Microarrays (SAM) algorithm [27], implemented by the samr library in BioconductoR. The samr library associates a q-value with each gene, i.e., the lowest False Discovery Rate at which that gene is called significant. It is like the well-known *p*-value, but adapted to multiple-testing situations. A q-value of 5% was set as the threshold for significance in detecting enriched and underrepresented genes. Enriched genes detected by the SAM algorithm were compared with the enriched genes detected by REA [28], an algorithm developed specifically for RIP-Chip enrichment analysis.

The performance of single variables in distinguishing the enriched and the underrepresented genes was evaluated as the area (AUC) under the receiver operating characteristic (ROC) curve, using the *pROC* R library [29] and Wilcoxon signed test p-value. SVM models were trained with linear kernel using the *e1071* R library. The R library *caret* was used to test the SVM trained models with the Leave One Out Cross Validation (trainControl method = “LOOCV”) testing procedure (train method “svmLinear2”).

## Results

### AGO2 and GW182 proteins complexes handle different mRNA content

To gain new insight into the regulatory networks of gene expression involving functionally diverse RISCs in the cell cytoplasm, we used RIP-Chip to identify mRNAs and miRNAs selectively bound to these complexes in the MCF-7 cell line, which is widely used and representative of luminal breast cancer. We selected AGO2 and GW182 antibodies against core RISC proteins since AGO2 is the most abundantly expressed AGO protein in many cell types, including MCF-7 cells [30], and GW182/TNRC6A has been shown to be the major binding partner for AGO2 [31]. We performed three independent RIP experiment, collecting the IN, IP and FT samples.

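The miRNA part of this data set, with 33 Agilent Human miRNA Microarrays (8x15K), was analysed here, and the mRNA arrays were not. It covers MCF-7 cells, a luminal breast cancer line, in 18 samples: for each of AGO2 and GW182, 3 independent RIP experiments with an IN, an IP and an FT sample. The paper states that 100 ng of RNA was labelled for IN and FT and 20 ng for IP, while the sample labels give 100 ng for all. It also gives 15 μg of antibody per mg of lysate, and the labels 25 μg. The arrays hold probes for 851 human and 88 viral miRNAs as named at the time, among them entries such as hsa-miR-720 and hsa-miR-1274a that are now known as tRNA fragments. The authors scanned the arrays with 1 color and processed them with Feature Extraction 9.5.1, which gave background subtracted and spatially detrended spot intensities. The files hold this output. The quantile normalization and the averaging of instrumental replicates came after it and were repeated here. For each entry and array, spots not called outliers were averaged by probe and then over probes. The 33 arrays were quantile-normalized over all 939 entries, and signals under 3.95, the 5th percentile of the normalized signals called detected, were set to that floor. After taking log2, the arrays of each sample were averaged. The 530 entries called detected on at least 1 array were tested. The signal summed over the entries of an array before normalization was 1542072 to 3098770 (median 2561021) for AGO2-IP, 111580 to 336422 for AGO2-IN and 107380 to 157240 for AGO2-FT. For GW182 it was 28120 to 53289 (median 37968) in IP, 76241 to 117023 in IN and 32573 to 192551 in FT.  The number of arrays limits the precision. IP samples were extracted by another method than IN and FT samples, so comparisons of IP with IN or FT also hold that difference. Groups were compared in limma with 1 mean per group over all 18 samples, and an adjusted p (Benjamini-Hochberg) under 0.05 was taken as the threshold.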

The efficiency of the AGO2 and GW182 antibodies in IPs was confirmed by the enrichment of both proteins in the IP fractions and their depletion in the FT fractions, while the lack of precipitation of either AGO2 or GW182 protein by control IgG confirmed the specificity of antibodies (Fig. 1a). We also examined, in AGO2-IP and GW182-IP, the enrichment of seven miRNAs highly expressed in the MCF7 cell line [13]. As shown in Fig. 1b, all the analyzed miRNAs were significantly enriched by AGO2 and GW182-IP compared to controls (*p*-value < 0.05, AGO2 or GW182-IP vs IgG-IP). As expected for proteins present in the same complex, Western Blot analysis confirmed the reciprocal co-immunoprecipitation of AGO2 and GW182 (Fig. 1c). Whole genome and miRNA expression profiles, as determined by microarray analysis, gave rise to a novel dataset that is available through the NCBI GEO database (accession ID GSE109667). As shown in Fig. 1d, the cluster analysis performed on whole genome expression profiles revealed that the mRNA expression profiles of the AGO2-IP samples (blue cluster) were homogeneous and different from the GW182-IP mRNA expression profiles (red cluster). 

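AGO2-IP1 and AGO2-IP2 were the closest pair of IP samples, with a distance (1 minus Pearson's r of the linear signals over the 530 entries) of 0.014, and AGO2-IP3 lay 0.156 from AGO2-IP2. GW182-IP1 and GW182-IP2 lay 0.084 apart, whereas GW182-IP3 had AGO2-IP1 as its nearest sample, at 0.158. In GW182-IP1 and GW182-IP2 the brightest entry was the viral ebv-miR-BART1-3p, with 36.8% and 28.8% of the signal before normalization. In GW182-IP3 it was hsa-miR-21, with 40.9%, and in AGO2-IP1 to AGO2-IP3 hsa-miR-21 was also the brightest, with 17.6%, 8.0% and 8.0%. By average linkage, the smallest cluster with all 3 AGO2-IP samples held 1 more sample, GW182-IP3. The 3 GW182-IP samples came together only in the cluster of all 18 samples, at 0.576. IN and FT samples of the 2 proteins were mixed: AGO2-IN3 had GW182-FT1 as its nearest sample, at 0.005. On log2 signals the 3 AGO2-IP samples formed a cluster at 0.052 that joined the others at 0.279, and the 3 GW182-IP samples formed one at 0.160 that joined at 0.197. The AGO2-IP cluster also held no other sample after scaling to the 75th percentile of the entries detected on all arrays, or without AGO2 replicate 1, AGO2 replicate 3 or GW182 replicate 3, and without GW182 replicate 3 the 2 remaining GW182-IP samples formed one too. The GW182-IP samples came together with 2 others without AGO2 replicate 1 or 2 and with 3 others without GW182 replicate 2. The AGO2-IP cluster held 4 others over the 81 entries detected in every sample, and 11 others on linear signals without the entries of the other small RNA list, a setting chosen after seeing the data. On log2 signals without those entries the AGO2-IP cluster held no other sample and that of GW182-IP 12.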

The miRNA expression profile clustering showed only one homogenous cluster, the AGO2-IP sample cluster (Fig. 1d, blue cluster). 

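Among the entries that fell most from IN to IP of AGO2 were fragments of other small RNAs that the array lists as miRNAs. hsa-miR-1274a (MIMAT0005927), a tRNA fragment, had a log2 signal of 2.82 ± 0.81 (SD, n = 3) in IP and 14.01 ± 0.35 in IN, a difference of -11.19 (standard error 0.35, adjusted p = 7.1e-11 from limma). hsa-miR-1260 (MIMAT0005911), also a tRNA fragment, had 3.94 ± 1.01 in IP and 14.15 ± 0.21 in IN, with differences of -9.41, -11.01 and -10.21 in the 3 experiments (adjusted p = 1.9e-09). The tRNA fragment hsa-miR-720, 1 of the 10 brightest entries in IN, fell by 7.93 on the log2 scale (standard error 0.44, adjusted p = 8.4e-09 from limma), and the rRNA fragment hsa-miR-923 by 4.56 (adjusted p = 3.2e-06, and -0.47 with 0.72 without normalization). All 9 measured entries of a list of other small RNAs were lower in IP (9 adjusted over the list alone), with a median of -8.89 (fry, adjusted p = 3.1e-12, and adjusted p = 0.0016 from camera with an estimated correlation). Without normalization, for lists a setting chosen after seeing the data, 6 were lower, with a median of -4.14, and camera with an estimated correlation no longer passed (adjusted p = 0.083). Among miRNAs, hsa-miR-16 (MIMAT0000069), which targets regulators of the cell cycle, had 14.75 ± 0.33 in IP and 13.43 ± 0.14 in IN, a difference of 1.32 (standard error 0.16, adjusted p = 2.3e-05 from limma). Of 6 measured members of the miR-15/16 family, 2 were higher (2 adjusted over the list alone) and none was lower, and with the experiment as a term 5 were higher. hsa-miR-15b had a difference of 0.52 (adjusted p = 0.00071 from limma), and the family as a whole passed in fry (adjusted p = 3.3e-06) but not in camera with an estimated correlation (adjusted p = 0.58). Of 10 members of the miR-26, miR-29 and miR-30 families, 3 were higher (3 adjusted over the list alone), with an adjusted p of 0.0041 in fry and 0.69 with an estimated correlation, and with the experiment as a term 8 were higher. hsa-miR-30b had a difference of 0.79 (adjusted p = 0.016 from limma), which became 0.053 without AGO2 replicate 1 and 0.14 without AGO2 replicate 3. The largest rises were in entries dim in IN. hsa-miR-9*, the passenger strand of a neuronal miRNA, was at least 9.08-fold higher in IP, hsa-miR-106b* at least 4.94-fold, and hsa-miR-100, well above background on 1 of 6 IN arrays, was also higher (adjusted p = 0.00012 from limma). When arrays were scaled to the 75th percentile of the entries detected on all arrays, hsa-miR-16, hsa-miR-15b and hsa-miR-30b had differences of 0.11, 0.17 and 0.45. None of these passed in limma, nor did hsa-miR-9* and hsa-miR-100 (adjusted p = 0.93, 0.81, 0.24, 0.43 and 0.53). With the 75th percentile of all entries, hsa-miR-16 had one of 2.40 that did not pass in limma either (adjusted p = 0.062). Over the 530 entries tested, 127 were higher and 76 lower in IP, and with the experiment as a term 203 and 84. These changes are relative to the other entries: with the scaling by entries detected on all arrays 9 were higher and 108 lower, and without normalization 320 were higher and 26 lower, with a median change of all entries of 2.12 against 0.45. Without AGO2 replicate 1, 77 entries were higher and 60 lower, and without AGO2 replicate 2, 74 were higher and 59 lower (133 in all). With the slide as a random and as a fixed term on single arrays, 306 and 326 passed.

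**Figure D1:**
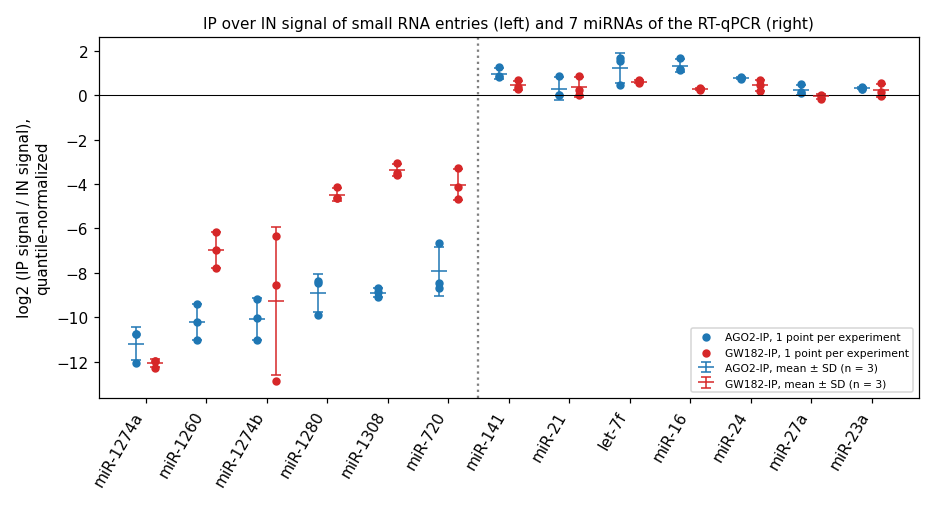
The log2 ratio of IP to IN signal (quantile-normalized, vertical axis) of 6 entries of the other small RNA list and of the 7 miRNAs of the RT-qPCR, with 1 point per experiment and a color per protein. For hsa-miR-1260 the AGO2 points lie between -11.01 and -9.41. Its GW182-IP signal was well above background on 1 of 5 arrays, as was that of hsa-miR-1274b, and those of hsa-miR-1274a and hsa-miR-1280 on 0, so that background sets the height of these GW182 points.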

The comparison of AGO2-IP vs IN expression profiles revealed the underrepresentation, in the IP sample, of several miRNAs highly expressed in IN samples, a fact that implies a lower correlation between IP and IN expression profiles (see Additional file 1). On the other hand, GW182-IP and IN miRNA expression profiles were more similar to each other, and such behavior explains the absence of a GW-IP cluster in miRNA expression profile clustering.

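GW182-IP shared with AGO2-IP the falls of tRNA fragments. hsa-miR-1274a was at least 127-fold lower in GW182-IP than in IN, where its IP signal was not well above background, and hsa-miR-1260 was lower too (adjusted p = 4.8e-07 from limma), with an IP signal well above background on 1 of 5 arrays, so that no size is given. hsa-miR-720 had a log2 signal of 12.20 ± 0.72 (SD, n = 3) in GW182-IP and 16.23 in each IN sample, a difference of -4.03 (adjusted p = 4.4e-05), while the rRNA fragment hsa-miR-923 had one of 0.71 that did not pass (adjusted p = 0.50). The value of 16.23 is that which quantile normalization gives the brightest entry of an array, so its lack of spread is set by the method. As the spread is pooled over groups, all limma p-values of hsa-miR-720 may be too small. Of the 9 other small RNAs, 6 were lower in GW182-IP (6 adjusted over the list alone) with a median of -4.15 (fry, adjusted p = 1.5e-09, and adjusted p = 0.00085 from camera with an estimated correlation). Among the miRNAs measured in both groups, hsa-miR-7 and hsa-miR-25 had differences of 0.99 and 0.62 (limma, adjusted p = 0.011 and 0.0060), which turned to -2.13 and -2.27 when arrays were scaled to the 75th percentile of all entries and to -0.11 and -0.03 without normalization. Neither passed with the 75th percentile of the entries detected on all arrays (0.51 and 0.58; limma, adjusted p = 0.17 and 0.28), in a fit of only the groups compared (0.16 and 0.13) or by SAM, nor did hsa-miR-7 without GW182 replicate 2 (0.086) or hsa-miR-25 without GW182 replicate 1 (0.083). In all, 9 of 530 entries were higher and 29 lower in GW182-IP than in IN. Without GW182 replicate 2 these counts were 4 and 27, and without GW182 replicate 3 they were 18 and 33. With the experiment as a term, 34 were higher and 34 lower. The change from IN to IP differed between the proteins for 94 entries, of which 55 had the higher and 39 the lower change in AGO2 (90 and 49 with the experiment as a term). The split was 3 and 76 with the 75th percentile of the entries detected on all arrays, 112 and 35 with that of all entries and 277 and 0 without normalization. In limma, hsa-miR-923 differed by -5.27 (standard error 0.63, adjusted p = 5.6e-05), but by -0.89 (0.71) with the 75th percentile of all entries and 0.01 without normalization. hsa-miR-16 differed by 1.05 (limma, adjusted p = 0.0050), by 0.12 (1.0) with the 75th percentile of the entries detected on all arrays and by 6.55 without normalization. Pearson's r between the log2 signals of IP and IN of the same experiment, across the 530 entries, was 0.763 ± 0.041 (SD, n = 3) for AGO2 and 0.886 ± 0.013 for GW182, with every GW182 experiment above every AGO2 experiment (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow, and 0.15 after Benjamini-Hochberg adjustment over the 6 correlations compared). Entries are not independent replicates, and on linear signals the order turned, with 0.661 for AGO2 and 0.502 for GW182. The counts for GW182 depended on the scaling: 26 higher and 66 lower with the 75th percentile of all entries, 17 and 30 with that of the entries detected on all arrays and 0 and 9 without normalization. From several miRNAs bright in IN that are low in AGO2-IP, the paper reasons to a lower correlation of AGO2-IP with IN, and from the closer profiles of GW182-IP and IN it explains why no GW182-IP cluster formed.

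**Figure D2:**
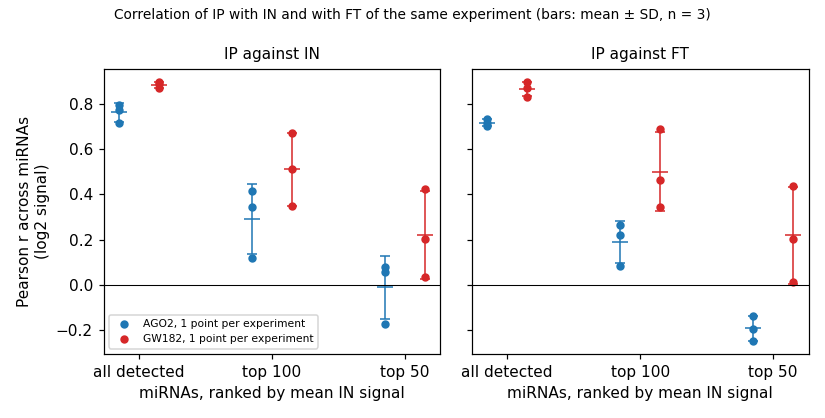
Pearson's r across entries (log2 signal, vertical axis) of each IP sample with the IN sample (left) and the FT sample (right) of its experiment, over all detected entries and the 100 and 50 with the highest mean IN signal. Points are experiments, and bars give the mean ± SD (n = 3); over all entries the mean r with IN was 0.763 for AGO2 and 0.886 for GW182.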

**Fig. 1:**
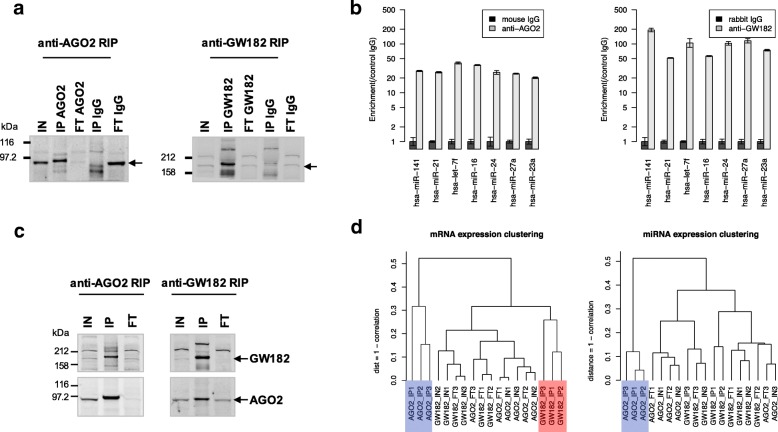
RIP-Chip experiments overview. **a** and **c** Western Blot analysis of proteins immunoprecipitated and co-immunoprecipitated with anti-AGO2 or anti-GW182 antibody (IP). IgGs in a) are the negative controls. IN and FT made up 1% of the cytoplasmic lysate used for each IP sample. GW182 was specifically co-immunoprecipitated with AGO2 (**c**, left panel), and AGO2 was specifically co-immunoprecipitated with GW182 (**c**, right panel). **b** Enrichment analysis of seven highly expressed miRNAs in anti-AGO2 and anti-GW182 IP compared to IgG-IP controls. **d** Average Linkage Cluster analysis of mRNA and miRNA expression profiles of IP, IN and FT samples from three independent experiments; distance is computed as 1- Correlation (Pearson). AGO2-IP and GW182-IP mRNA expression profiles are highlighted in blue and green, respectively. In mRNA expression clustering, we considered all the 16,323 genes with a detected expression level in the samples considered. In miRNA expression clustering, we considered 508 miRNAs with a detected expression level in at least one sample

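On the miRNA arrays, 530 entries were called detected by Feature Extraction on at least 1 of the 33 arrays. They hold 513 human and 17 viral entries. When every array of at least 1 sample had to call the entry, 467 remained, and 81 were called in every sample. AGO2-IP samples had the most, with 473 entries called on at least 1 of their 6 arrays, against 329 in AGO2-IN and 301 in AGO2-FT. The 5 GW182-IP arrays called 175, the 4 GW182-IN arrays 195 and the 6 GW182-FT arrays 245. hsa-miR-9* and hsa-miR-106b* are examples of miRNAs that were well above background in AGO2-IP and not in AGO2-IN.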

We also characterized the two proteins’ behavior by detecting the enriched genes in AGO2-IP and GW182-IP. We observed that the most efficient comparison in retrieving miRNA targets was the one between IP vs FT, with respect to IP vs IN samples. Indeed, GSEA analysis (see Additional file 2) showed more miRNA predicted targets in IP vs FT enriched genes than in the IP vs IN comparison. A detailed list of the enriched genes in AGO2-IP vs FT and GW182-IP vs FT analyses is provided in Additional file 3, and an overview of their expression levels is shown in Additional file 4. We first noticed that the intersection between the two sets of enriched genes in AGO2 and GW182-IP showed a poor, yet significant, overlap, as shown in Additional file 5. Our list of enriched genes in the AGO2 IP vs FT comparison showed a statistically significant overlap with the published list of 616 enriched genes for AGO2-IP in MCF-7 cells [13]. Unfortunately, no high throughput analysis results are yet publicly available for any anti-GW182 antibody, which makes it impossible to perform a similar comparison for enriched genes in GW182-IP. The two sets of enriched/underrepresented genes, named UP/LOW_AGO2 and UP/LOW_GW182, were used, in the analysis described below, to select the features capable of distinguishing the mRNA associated with the AGO2 and GW182 proteins, respectively.

### Expression-based variables used for characterizing enriched genes in IP samples

To have better insight into the roles of the GW182 and AGO2 proteins in miRNA regulatory activity, and with the aim of selecting the most useful variables for distinguishing between enriched and underrepresented genes in IP samples, we tested formulas including mRNA and miRNA expression levels in IN samples and miRNA predicted binding sites on 3’UTR and coding regions of mRNAs. Specifically, we considered 19 variables, all computed by using features characterizing the mRNA sequences and IN sample gene expression. Table 1 describes all the considered variables. The defined variables display high correlations among each other, as shown in the correlation matrix reported in Fig. 2a, where variables are specifically computed for the AGO2_IN1 sample. Analogous results were obtained when using the expression profile information of other IN samples. Three main clusters of highly correlated variables were clearly visible, one that contains all the variables included in the formula for the mRNA expression profile, and the other two that relate to the presence of miRNA binding sites in the coding region and 3’UTR.

**Table 1:** Definition of variables used to model miRNA activity

Variable name	Formula	*BS*
F1	∑_*i*_*expr*(*miRNA*_*i*_) × *BS*_*ij*_ × *expr*(*mRNA*_*j*_)	number in 3’UTR
F2	∑_*i*_*expr*(*miRNA*_*i*_) × *BS*_*ij*_	number in 3’UTR
F3	∑_*i*_*BS*_*ij*_ × *expr*(*mRNA*_*j*_)	number in 3’UTR
F4	∑_*i*_*BS*_*ij*_	number in 3’UTR
F1d	∑_*i*_*expr*(*miRNA*_*i*_) × *dBS*_*ij*_ × *expr*(*mRNA*_*j*_)	density in 3’UTR
F2d	∑_*i*_*expr*(*miRNA*_*i*_) × *dBS*_*ij*_	density in 3’UTR
F3d	∑_*i*_*dBS*_*ij*_ × *expr*(*mRNA*_*j*_)	density in 3’UTR
F4d	∑_*i*_*dBS*_*ij*_	density in 3’UTR
F5	∑_*i*_*expr*(*miRNA*_*i*_) × *BS*_*ij*_ × *expr*(*mRNA*_*j*_)	number in coding region
F6	∑_*i*_*expr*(*miRNA*_*i*_) × *BS*_*ij*_	number in coding region
F7	∑_*i*_*BS*_*ij*_ × *expr*(*mRNA*_*j*_)	number in coding region
F8	∑_*i*_*BS*_*ij*_	number in coding region
F5d	∑_*i*_*expr*(*miRNA*_*i*_) × *dBS*_*ij*_ × *expr*(*mRNA*_*j*_)	density in coding region
F6d	∑_*i*_*expr*(*miRNA*_*i*_) × *dBS*_*ij*_	density in coding region
F7d	∑_*i*_*dBS*_*ij*_ × *expr*(*mRNA*_*j*_)	density in coding region
F8d	∑_*i*_*dBS*_*ij*_	density in coding region
F9	*expr*(*mRNA*_*j*_)	Not applicable
L1	length of 3’UTR	Not applicable
L2	length of coding region	Not applicable

The column ***BS*** provides details about the miRNA predicted binding sites used to compute *BS*_*ij*_ (the binding sites matrix). For each variable, the Formula defines the values associated to each *mRNA*_*j*_

**Fig. 2:**
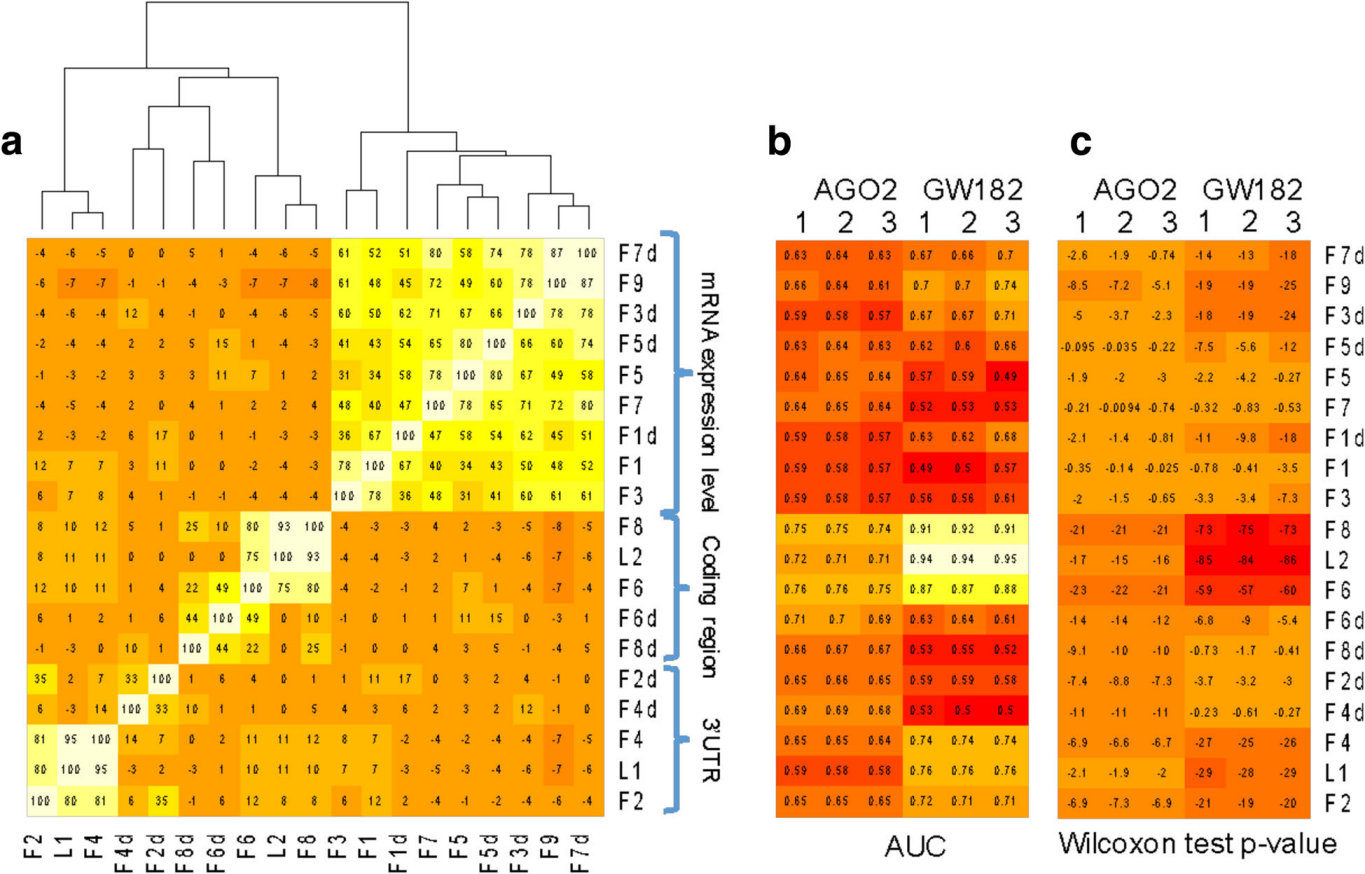
Behavior overview of variables listed in Table 1. **a** Heatmap representation of the correlation block matrix of the variables computed with AGO2_IN1 miRNA and mRNA expression profiles. The reported numbers are the correlation values, expressed in the range [− 100:100]. **b** ROC-AUC values obtained by classifying enriched/underrepresented genes associated with the variables computed with each IN expression profile. **c** Wilcoxon test *p*-values (log10) obtained by comparing the variable values associated with the enriched/underrepresented gene sets. In both **b**) and **c**), the variables computed with the three AGO2 IN profiles were used to distinguish enriched and underrepresented genes in AGO2-IP vs FT. The variables computed with the three GW182 IN profiles were used to distinguish enriched and underrepresented genes in GW182-IP vs FT.

### Enriched and underrepresented genes in anti-AGO2 RIP are efficiently distinguished by miRNA binding sites in mRNA coding regions weighted by miRNA expression

We first tested the performance of each of the 19 variables to distinguish the enriched genes (UP) in AGO2-IP vs FT from the underrepresented (LOW) genes. We computed the variables by using the expression profiles from each individual anti-AGO2 RIP experiment and performed a ROC analysis and a Wilcoxon test, using the UP/LOW genes detected comparing AGO2-IP vs FT as a reference set. Figure 2b and c show the obtained AUC values and the Wilcoxon-test *p*-values, both used as an estimation of performance in distinguishing UP genes from LOW genes. Similar results are shown in Additional file 6, where the binding sites were predicted by using different prediction tools. The Targetscan prediction tool showed the best performance in distinguishing the enriched genes. Thus, we decided to use it in any further analyses to compute BS matrices. It was evident that the features belonging to the cluster related to the coding region length were the most efficient. Indeed, F6 and F8 variables were the best variables for distinguishing between enriched and underrepresented genes in anti-AGO2 RIP samples. F8 counts the number of binding sites in the coding region of the mRNA, while the number of binding sites is weighted by the miRNA expression values in F6. Both F6 and F8 variables are highly correlated with the L2 variable, which could have been anticipated, since the longer the coding region is, the higher the number of binding sites detected in the region by any binding site prediction algorithm. Figure 3 clearly shows that F6, F8, and L2 variables assume lower values for LOW_AGO2 genes with respect to all genes. On the other hand, the variable with the next highest performance, not belonging to the L2 cluster, was the F4d variable. Figure 3 shows that F4d assumes higher values for UP_AGO2 with respect to all genes. The behavior of F4d promised to be synergistic with F6 in distinguishing UP and LOW genes, and, therefore, we further discuss it in a separate section.

**Fig. 3:**
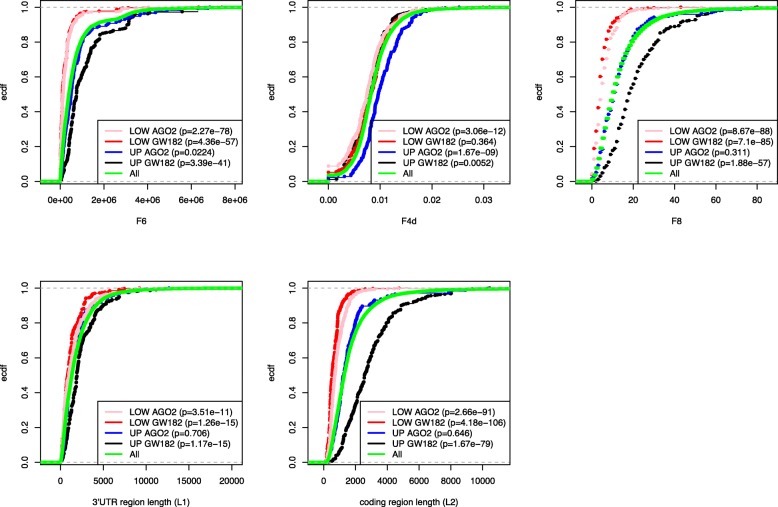
Graphic representation of selected features values associated to enriched and underrepresented genes. Empirical cumulative distribution function (ECDF) of F6, F4d, F8, L1 and L2 variables computed for enriched (UP) and underrepresented (LOW) genes in AGO2 IP vs FT and GW182 IP vs FT analyses. The reported p-values were obtained by performing a Wilcoxon-test comparing the values assumed by the selected set of genes with the values assumed by all the genes (16,363, green lines)

Next, we verified that the high performance of variables F6 and F8 was specifically due to the effects of the miRNA expression profile in the formula. Specifically, we considered 1000 simulated miRNA expression profiles, as obtained by assigning the original expression profile to 50 random miRNAs, chosen from among all the miRNAs expressed in the sample, and 1000 simulated miRNA expression profiles, as obtained by shuffling the original 50 miRNAs found to be highly expressed (top 50 expressed). The first block of simulations was less conservative, and its aim was to test whether the identity of the top 50 expressed miRNAs was determinant for reaching the original performance; it was the only block of simulations meaningful for testing the performance of the F8 variable. The second block of simulations was more conservative, and its aim was to assess whether the specific expression profile associated with the top 50 miRNAs was determinant. In both cases, the performance of the simulated F6 and F8 variables was significantly lower than the F6 and F8 variables obtained by including the original miRNA expression profile (see Fig. 4a). We also tested simulations that were more conservative by holding the expression profile of the highly expressed miRNAs fixed while shuffling the expression of the remaining ones. Figure 4a shows the results of these simulations obtained by fixing up to five top expressed miRNAs, and Additional file 7 contains the results obtained by serially holding all the top 50 miRNAs fixed. As the number of the top expressed miRNAs increased, the F6 variable performance became closer to that obtained with the original miRNA expression profile; in addition, the higher the number of miRNAs fixed, the closer it got to the original performance level. As a result, we concluded that the miRNA expression profile is crucial for distinguishing AGO2-associated miRNA targets, especially the expression profile of the first top expressed miRNAs, and that the most relevant miRNA binding sites are the ones found in the coding region.

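The variable F6 weights the binding sites in the coding region by the signal of each miRNA in IN. It was computed here for the 7 miRNAs of the RT-qPCR from the AGO2-IN signals and the TargetScan sites that Additional file 3 of the paper lists for them. hsa-miR-21 made up 85.7% of the summed signal of the 7, hsa-let-7f 3.4%, hsa-miR-16 3.2%, hsa-miR-141 2.4%, hsa-miR-23a 2.1%, and hsa-miR-24 and hsa-miR-27a 1.6% each. Sites for hsa-miR-16 averaged 0.701 per coding region in the paper's 174 enriched genes and 0.267 in its 491 underrepresented genes, and those for hsa-miR-21 averaged 0.092 and 0.022. The area under the ROC curve of F6 was 0.722. All assignments of the 7 signals to the 7 miRNAs gave a median of 0.697 and a range from 0.670 to 0.732, and 488 of them gave an area as high as the measured profile (exact one-sided permutation test, p = 0.0968). Under the other ways of measuring the profile, p lay between 0.097 and 0.175. The plain sum of the sites of the 7 miRNAs had an area of 0.711 and the coding region length one of 0.714. The variable of the paper, which uses the 50 most expressed miRNAs, was not computed here.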

**Fig. 4:**
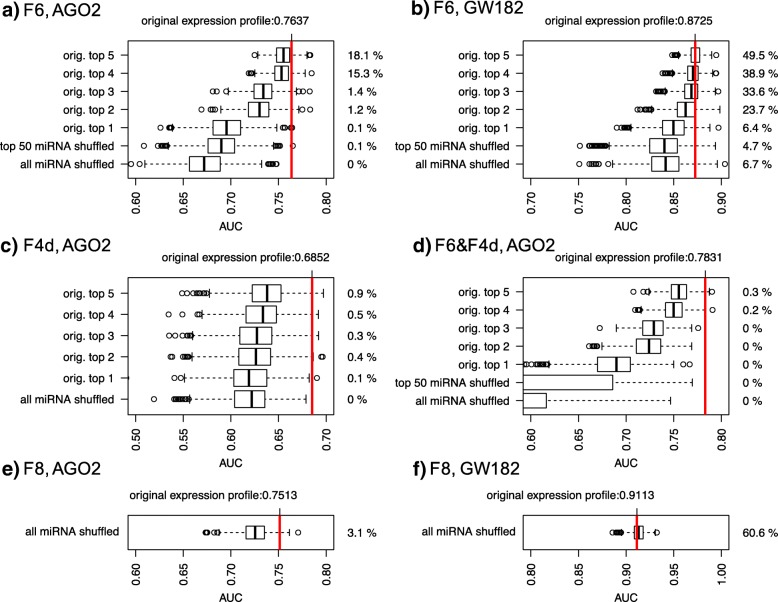
Graphic representation of the effect of miRNA expression profile shuffling. Each boxplot represents the AUC values obtained with 1000 simulated miRNA expression profiles. The percentage on the right of each boxplot refers to the number of times an AUC value was greater than the AUC obtained with the original miRNA expression profile (red vertical line). **a** Performance of simulated F6 variables in distinguishing AGO2 enriched/underrepresented genes. **b** Performance of simulated F6 variables in distinguishing GW182 enriched/underrepresented genes. **c** Performance of simulated F4d variables in distinguishing AGO2 enriched/underrepresented genes. **d** Performance of simulated SVM models (F6&F4d variables) in distinguishing AGO2 enriched/underrepresented genes. **e** Performance of simulated F8 variables in distinguishing AGO2 enriched/underrepresented genes. **f** Performance of simulated F8 variables in distinguishing GW182enriched/underrepresented genes

### Enriched and underrepresented genes in anti-GW182 RIP are efficiently distinguished by coding region length

The performance of each of the 19 variables was tested to distinguish between the enriched genes in GW182-IP vs FT and the underrepresented ones. Figure 2b and c show that the features belonging to the cluster related to the coding region length are the most efficient at distinguishing between enriched genes in anti-GW182 RIP samples. In this case, the best feature for distinguishing the enriched genes in GW182-IP samples was the coding region length of the mRNA, i.e., the L2 variable, with a surprisingly very high performance (average AUC > 0.9). The average AUC associated with the F6 variable was also very high (average AUC = 0.87); however, the miRNA expression profile was not crucial for reaching such high performance since a shuffled expression profile was not significantly deficient in distinguishing the enriched genes (Fig. 4b, Additional file 7). 

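For GW182, F6 from the 7 miRNAs of the RT-qPCR, the GW182-IN signals and the sites of Additional file 3 had an area under the ROC curve of 0.798 between the paper's 401 enriched and 298 underrepresented genes. hsa-miR-21 held 81.0% of the signal of the 7 miRNAs and hsa-miR-16 6.2%. Sites for hsa-miR-16 averaged 0.903 per coding region in enriched and 0.262 in underrepresented genes, and those for hsa-miR-27a 0.678 and 0.171. When all assignments of the signals to the miRNAs were tried, 2540 gave an area as high as the measured profile (exact one-sided permutation test, p = 0.504), with a range from 0.773 to 0.819. The IN profiles of experiments 1, 2 and 3 alone gave 0.795, 0.779 and 0.813, and p lay between 0.14 and 0.916 over these and the other ways of measuring the profile. The unweighted sum of sites gave 0.826, the 3'UTR length 0.756 and the coding region length 0.943, each computed from the values in Additional file 3.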

In Fig. 3, we compare the ECDF of the coding region length of the UP and LOW genes in the anti-GW182 RIP experiments. The separation between UP and LOW genes in anti-GW182 RIP samples is evident in the coding region length values, though less in the 3’UTR length values. Wilcoxon tests were performed to compare the 3’UTR and coding region length of GW182_UP and DOWN genes with all gene lengths, and gave highly significant *p*-values. Anti-GW182 RIP gene expression profiles, which could be used to support our hypothesis that the mRNA coding region length is a relevant feature for GW182 activity, are not available, and none of the enriched group of genes reported in the literature regards breast cancer cells. Nevertheless, we considered the IP-enrichment results of 7820 genes published by Landthaler and collaborators [14], where the authors generated HEK293 cell lines stably expressing epitope-tagged human AGO and GW proteins and used such cells to detect enriched mRNA in miRNA-containing ribonucleoprotein particles through a microarray analysis. They found a high overlap among the enriched targets of the AGO and GW182 family proteins by analyzing the top immunoprecipitated transcripts associated with the four AGO proteins vs the ones associated with the three GW182 proteins. Differently from [14], we considered the non-overlapping enriched genes, and we found that the mRNAs enriched only in GW182-IP had significantly longer 3’UTR and coding regions (see Additional file 8).

### SVM models improve performance in distinguishing enriched genes

We tested whether a combination of two variables could significantly improve the classification of the performance of enriched/underrepresented genes. An SVM algorithm model was trained with each pair of features, and the AUC results for each pair are reported in Fig. 5. The best performance in predicting AGO2-bound mRNAs was associated with the F6-F4d variable pair, with an AUC significantly higher than the one obtained with F6 only (AUC = 0.78; DeLong’s test *p*-value < 0.05). The F4d variable takes into account the density of the binding sites in the 3’UTR, as predicted for the top 50 expressed miRNAs. The F4d variable performance by itself (AUC = 0.68) is the highest among the features not highly correlated with the F6 variable. We checked whether the identity of the top 50 expressed miRNAs was crucial for reaching such a performance by randomly changing the identity of the 50 miRNAs in the F4d formula, and holding the expression of an increasing number of top miRNAs fixed. The results are plotted in Fig. 4c and Additional file 7, and they show that, when using randomly chosen miRNAs, the performance is significantly lower than the one obtained with the true top 50 expressed miRNAs. Differently from what was obtained for the F6 variable, to reach the performance obtained with the original miRNA expression profile, the expression of almost all the miRNAs had to be held, meaning that the identity of the top 50 miRNAs is substantially important to the F4d variable’s performance.

**Fig. 5:**
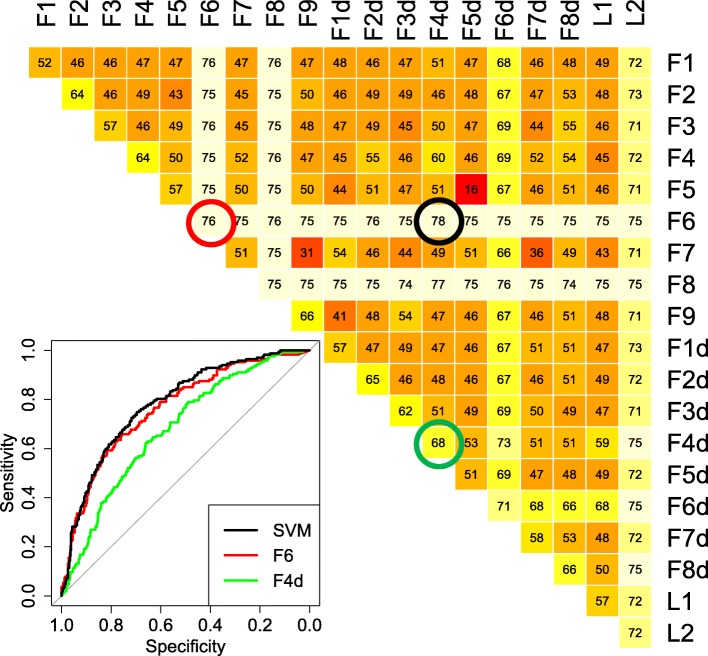
Support Vector Machine models performance summary. AUC values of SVM models trained with any pair of variables defined in Table 1, used to classify enriched/underrepresented genes in AGO2-IP vs FT comparison. Variables were computed by using the AGO2_IN1 expression profiles. Values are in the range [0:100]. Values in the diagonal refer to single variable performance. The ROC plot at bottom left represents the results obtained with the best-performing SVM model (F6&F4d, black line) and with the two single variables, F6 (red line) and F4d (green line)

Analogous simulations were done for the predictions obtained with the SVM model trained with the F6 and F4d variables, shown in Fig. 4d and Additional file 7. The results show that several miRNAs had to be fixed in order to reach a performance similar to that obtained with the original miRNA expression profile. Finally, we tested how slightly different expression profiles, such as the ones obtained by experiment replica, may affect enriched/underrepresented gene classification. Specifically, we used an SVM model trained with features computed with miRNA expression profiles from one IN sample to classify genes with higher vs lower IP/FT ratio, computed in each of the three experiments (see Additional file 9). 

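The IN samples of the 3 experiments differed in miRNAs bright in some of them, hsa-miR-21 included. hsa-miR-21 had IN signals before normalization of 86780, 45100 and 23770 in AGO2 experiments 1, 2 and 3, and of 14950, 1127 and 28080 in those of GW182. Such signals also hold the brightness of the arrays, which summed to 336422 and 214110 for AGO2-IN1 and to 153687 and 140346 for AGO2-IN2. As a share of the summed signal, hsa-miR-21 took 32.1%, 30.7% and 20.2% in AGO2 and 16.1%, 1.5% and 24.5% in GW182. Its fall from AGO2 experiment 1 to 2 was thus largely a matter of brightness. hsa-miR-200c, a miRNA of epithelial cells, had 1838, 795 and 394 for AGO2 and 230, 5.11 and 651 for GW182. hsa-miR-17, from an oncogenic cluster, had 459, 235 and 1046 for AGO2 and 1431, 2690 and 221 for GW182, and hsa-miR-221 4.51, 10.8 and 195 for AGO2 and 168, 284 and 1.85 for GW182. hsa-miR-17, hsa-miR-200c and hsa-miR-221 were chosen after their values were seen. Across the 530 entries, Pearson's r of the log2 IN signals was 0.960 for AGO2 experiments 1 and 2, 0.914 for 1 and 3 and 0.923 for 2 and 3. The 50 brightest entries of these pairs had 44, 41 and 40 in common. The GW182 pairs 1 and 2, 1 and 3, and 2 and 3 had 39, 40 and 30 in common. All 3 AGO2-IN samples had 37 of their 50 brightest entries in common, the 3 GW182-IN samples 29, and all 6 samples 23. Between the IN groups of the 2 proteins, 9 entries were higher and 11 lower in AGO2 (adjusted p under 0.05 from limma); the brightest of them, hsa-miR-324-5p, chosen after its values were seen, had a log2 difference of -1.41 (standard error 0.35, adjusted p = 0.045). This count ranged from 4 without AGO2 replicate 1 to 52 without GW182 replicate 3, and was 67 after scaling to the 75th percentile of the entries detected on all arrays and 0 without normalization.

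**Figure D3:**
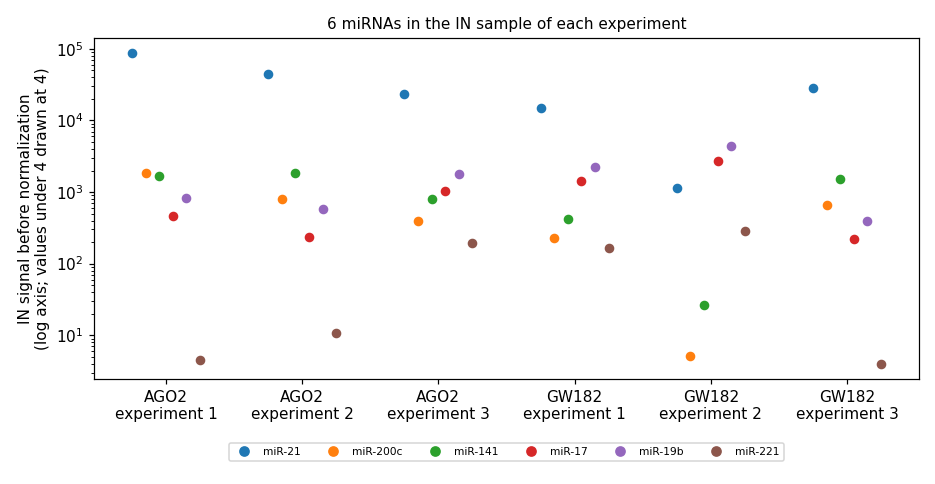
IN signal before normalization (log axis, values under 4 drawn at 4) of 6 miRNAs in the IN sample of each of the 6 experiments. hsa-miR-21 lies at 1127 in GW182 experiment 2 and between 14950 and 86780 in the 5 others.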

Our results show that higher performance was always obtained when predictions of IP/FT ratio values in one experiment were obtained with the miRNA expression profile belonging to the IN sample expression profile of the same experiment.

The pair of variables that best predicted the GW182-bound mRNAs was the L1 and L2 pair, i.e., the length of the 3’UTR and the coding region, respectively, but the improvement in the AUC value was not statistically significant (DeLong’s test *p*-value > 0.05).

## Discussion

We analyzed the activity of two endogenous interacting proteins, AGO2 and GW182, in MCF-7 cell cytoplasm. Both are involved in RISCs, and we analyzed the RNA co-immunoprecipitated with the selected proteins, which was expected to be enriched in genes involved in endogenous miRNA regulatory activity. Data from RIP-Chip experiments served to model miRNA activity by assigning variables based on miRNA expression profiles to each mRNA target, searching for the ones that would better distinguish the enriched genes in RIP samples. We expected that the detected variables could reveal which information was relevant for modeling miRNA activity and the RISC proteins’ roles.

Our results show that mRNAs co-immunoprecipitated with the two proteins have different characteristics. Such a finding might appear in contrast with a previous analysis performed in HEK293 cell lines, in which tagged-AGO2 or tagged-GW182/TNRC6A proteins were stably overexpressed and the AGO protein family and the GW182 protein family were found to be associated with highly similar sets of transcripts [14]. The low consistency with this previous study might indicate a different composition of RISCs in MCF-7 cells than HEK293 cells. Moreover, analysis under physiological conditions vs overexpressed AGO or GW182 might also explain the differences, and the fact that the authors analyzed the top immunoprecipitated transcripts for the whole AGO family (AGO1–4) vs the GW182 family (TNRC6A-C) might have mitigated RNA enrichment differences with respect to what we obtained through the comparison of two specific proteins, i.e., AGO2 and TNRC6A. Indeed, it has been reported that AGO1 and AGO2 proteins interact with a distinct set of miRNAs [24] and, as a consequence, with different mRNA targets, whereas the GW182/TNRC6A protein interacts with the whole AGO protein family [2]. This evidence also justifies the high similarity we found between the miRNA expression profiles of GW182-IP and FT, in contrast with more specific miRNA expression profiles associated with the AGO2-IP and FT samples (Fig. 1d). Furthermore, although a high degree of redundancy among the members of each protein family has been reported, it cannot be excluded that the use of different GW182 antibodies and/or slightly different experimental conditions, e.g., buffer stringency, might result in a different enrichment of RNAs in the immunoprecipitated samples. To this end, a systematic analysis of the data obtained using the same antibody in the same cell background, or the use of methods based on biochemical approaches, like the one described by Hauptmann and coworkers [16], might definitively clear up this point.

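Against FT, the tRNA fragments were again low in the IP samples of both proteins. hsa-miR-1260 had a log2 difference of -10.53 (standard error 0.49, adjusted p = 1.3e-09 from limma) in AGO2. In GW182, where its IP signal was well above background on 1 of 5 arrays, it was lower too (adjusted p = 2.2e-07 from limma). hsa-miR-720 had a difference of -8.52 in AGO2 and -3.88 in GW182 (limma, adjusted p = 3.8e-09 and 5.3e-05). It was the brightest entry of every FT sample before normalization, so quantile normalization limits its spread there and these p-values may be too small. All 9 other small RNAs were lower in AGO2-IP (9 adjusted over the list alone, median -8.97) and 6 of 9 in GW182-IP (7 adjusted over the list alone, median -4.23). In AGO2-IP, hsa-miR-362-5p was at least 25.1-fold higher than in FT, hsa-miR-100 at least 10.8-fold, and hsa-miR-629, well above background on 1 of 6 FT arrays, was also higher (adjusted p = 0.00014 from limma). These 3 did not pass in limma with the 75th percentile of the entries detected on all arrays (adjusted p = 0.13, 0.16 and 0.14). In GW182-IP, hsa-miR-320c had a difference of 2.06 (standard error 0.41, adjusted p = 0.0051 from limma), which did not pass without GW182 replicate 1 (1.77, adjusted p = 0.063), was 0.11 (adjusted p = 0.96) when arrays were scaled to the 75th percentile of all entries and 0.60 without normalization, and was not called by SAM. Of the miR-17/92 family, 4 of 13 members were higher in AGO2-IP (3 adjusted over the list alone; fry, adjusted p = 0.029, and adjusted p = 0.96 with an estimated correlation) and 1 in GW182-IP (1 adjusted over the list alone). With the experiment as a term, 11 were higher in AGO2-IP and 2 in GW182-IP (for GW182, fry, adjusted p = 0.0016 from limma, and 0.27 with an estimated correlation). Of 530 entries, 135 were higher and 78 lower in AGO2-IP, and 23 higher and 31 lower in GW182-IP. With the experiment as a term, AGO2-IP had 214 higher and 92 lower, and GW182-IP 86 and 43. The change from FT to IP differed between the proteins for 97 entries, with 58 higher and 39 lower in AGO2 (94 and 51 with the experiment as a term). The split was 6 and 50 with the 75th percentile of the entries detected on all arrays, 80 and 38 with that of all entries and 286 and 0 without normalization. Pearson's r of IP with FT across the entries was 0.718 ± 0.014 (SD, n = 3) for AGO2 and 0.867 ± 0.033 for GW182 (exact permutation test, two-sided, p = 0.1, and 0.15 adjusted over the 6 correlations). FT and IN did not differ in any entry for either protein by limma at the threshold, where 12 entries for AGO2 and 28 for GW182 had an unadjusted p under 0.05 and SAM called 1 entry for each. Without AGO2 replicate 3, limma called 5 for AGO2, and without GW182 replicate 1 it called 4 for GW182. With the 75th percentile of the entries detected on all arrays it called 9 for GW182, all higher in FT, and 1 for AGO2, lower in FT. The GW182 counts fell to 34 without GW182 replicate 2, to 22 in a fit of only the groups compared and to 31 by SAM (6 higher and 25 lower), and were 139 with the slide as a random term. Scaled to the 75th percentile of the entries detected on all arrays, 33 were higher and 120 lower in AGO2-IP and 1 and 32 in GW182-IP, 1 was higher and 23 lower in GW182-IP with the 75th percentile of all entries, and without normalization 323 and 20 in AGO2-IP and 0 and 9 in GW182-IP.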

We found that the mRNAs co-immunoprecipitated with the AGO2 protein can be distinguished from the underrepresented mRNAs by considering the number of miRNA binding sites in the coding region, weighted by miRNA expression level. In order to improve the classification performance, we also trained an SVM with two features at a time, and we found that the additional feature to be considered was the density of the binding sites predicted in the 3’UTR of mRNA. We then performed simulations by shuffling the miRNA expression profiles in order to detect which miRNAs are relevant to composing the features used to distinguish enriched and underrepresented genes. When the performance obtained by randomly shuffling a set of miRNAs is significantly lower than the performance obtained with the original miRNA expression profile, we can assess that the set of miRNAs replaced is relevant in the classification. Results show that the only relevant miRNAs, when considering binding sites in the mRNA coding regions, are the top two to three of those expressed. On the contrary, almost all of the top 50 expressed miRNAs are relevant when considering the binding sites in the 3’UTR of mRNA, with a prominent exception being the top expressed one, i.e., hsa-miR-21-5p. 

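Of the signal summed over all entries of the IN samples before normalization, hsa-miR-21 (MIMAT0000076), an oncogenic miRNA, took 32.1%, 30.7% and 20.2% in AGO2 experiments 1, 2 and 3, a mean of 27.6% ± 6.5 (SD, n = 3). In the IN samples of GW182 it took 16.1%, 1.5% and 24.5%, a mean of 14.0% ± 11.6 (SD, n = 3). Over the 6 IN samples the mean was 20.8% ± 11.3. The tRNA fragment hsa-miR-720 was the brightest entry in 4 of the 6 IN samples, with 27.9% in AGO2-IN3 and 34.2%, 31.1% and 35.9% in GW182-IN1 to GW182-IN3. All entries of the other small RNA list together took 44.6% to 56.4% of an IN sample, 0.2% to 0.3% of an AGO2-IP sample and 5.6% to 10.7% of a GW182-IP sample. In GW182-IP1 to GW182-IP3 the list took 5.8%, 10.7% and 5.6%. Most of this was the rRNA fragment hsa-miR-923, with 5.4%, 10.2% and 4.5%, and not tRNA fragments. The mean share of hsa-miR-21 was 9.0% ± 4.7 on quantile-normalized signals and 41.5% ± 20.6 without the other small RNA entries, a setting chosen after seeing the data.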

The expression level detected for hsa-miR-21-5p is very high, by itself covering 60% of the total miRNA expression profile, and we suppose that its distinctive behavior is related to saturation effects in miRNA activity, which we plan to investigate in further studies.

In addition to simulated miRNA expression profiles, we tested how switching miRNA expression profiles across our experimental replicates affects the performance of the classification algorithm. We found that even slight differences in the expression profiles of the single replicate IN samples gave rise to differences in enriched vs underrepresented gene classification, leading to the conclusion that the combination of mRNA and miRNA expression profiles from the same experiment gives the best performance.

On the other hand, we clearly observed that the mRNA co-immunoprecipitated with the GW182 protein was highly enriched with genes with longer coding regions. In this case, enriched/underrepresented gene classification does not depend on the miRNA expression profile, but only on 3’UTR and coding region lengths. We confirmed this result by analyzing the data from Landthaler and coworkers [14]. Our interpretation is that GW182 complexes preferentially sequester the longer mRNAs in the process of populating GW/P-bodies.

While functionally diverse RISCs lacking GW182 have been described [32], the interaction between mRNAs and GW182 is reported to be mediated by the miRNA and AGO proteins and, so far, no direct interaction has been demonstrated between GW182 and mRNA. Recently, Elkayam and coauthors [33] showed that, differently from AGO proteins, which have a single GW182-binding site, GW182 can recruit up to three copies of AGO proteins via its three distinct GW motifs. We believe that such a feature supports our results, since the longer the mRNA is, the higher the number of miRNA binding sites and the probability that RNA-loaded AGO proteins would find cooperative binding sites within the right distance to interact with the same GW182 protein. In this case, the model of single binding sites weighted by miRNA expression profile is probably oversimplified, and further analysis is required to include collaboration effects. To our knowledge, the involvement of mRNA length in GW182 recruitment is a novel observation that may contribute to shedding light on the different activities of the AGO2 and GW182 proteins in various RISCs and/or in diverse cellular districts such as GW/P-bodies.

## Conclusions

In this work, we aimed to unravel RISC activity by analyzing a novel RIP-Chip data set obtained by the immunoprecipitation of two RISC proteins, AGO2 and GW182. We analyzed the overexpressed genes in the anti-AGO2 and anti-GW182 RIP samples vs the respective FT samples, and we revealed different features characterizing the enriched genes in the two data sets.

AGO2-associated mRNAs are characterized by a high number of binding sites in the coding region for top expressed miRNAs and by a high density of binding sites in the 3’UTR region. On the other hand, GW182-associated mRNAs are characterized by long coding regions. These different characteristics may underline the different roles played by the selected proteins in the RISC machinery activity. Our data confirm that the anti-AGO2 RIP gives an accurate picture of which RNA is involved in miRNA regulatory activity. Regarding the anti-GW182 RIP, data show no significant involvement of miRNA expression profiles in GW182-associated mRNA selection, at least within a simplified model of single binding sites weighted by miRNA expression profile. Our results support the hypothesis that, after being recruited by the miRNA machinery, only the mRNAs with longer coding regions are destined to be stored in GW/P bodies, while shorter mRNAs are most likely processed in different ways that lead to degradation rather than storage.

## Additional files

Additional file 1: Analysis of miRNA expression in AGO2 and GW182-IP samples. a) miRNA expression level in AGO2-IP samples (average value from the three performed experiments) vs the expression level in IN samples (average value from the three performed experiments). The Pearson correlation values reported on the top of the picture were computed by using all the expressed miRNA, and the top 100 or 50 expressed miRNAs. The colored points refer to miRNA that have been validated by RT-PCR data. Green points refer to hsa-miR-141-3p, hsa-miR-21-5p, hsa-let-7f-5p, hsa-miR-16-5p, hsa-miR-24-3p, hsa-miR-27a-3p, hsa-miR-23a-3p. The red point refers to hsa-miR-1260a. b) Comparison of IP/IN ratios obtained by RT-PCR data (normalized by IgG control data) and microarray data (normalized by Quantile normalization). The underrepresentation of hsa-miR-1260a was confirmed by RT-PCR. c) and d) Analysis of GW182-IP samples performed as described in a) and b).

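Over the 100 entries with the highest mean IN signal, which hold hsa-miR-21, hsa-miR-16 and hsa-let-7f as well as tRNA fragments such as hsa-miR-720 and hsa-miR-1274b, Pearson's r of the log2 signals of IP and IN of the same experiment was 0.292 ± 0.154 (SD, n = 3) for AGO2 and 0.511 ± 0.161 for GW182 (exact permutation test, two-sided, p = 0.2, and 0.24 adjusted over 6 correlations). Over the top 50 it was -0.012 ± 0.139 and 0.221 ± 0.194 (exact permutation test, two-sided, p = 0.3, and 0.3 adjusted). Between the mean profiles of the 3 experiments, as in the plots of Additional file 1, r over all entries was 0.770 on log2 and 0.690 on linear signals for AGO2, and 0.901 and 0.480 for GW182. For the top 50 on log2 signals r was -0.056 for AGO2 and 0.074 for GW182, and on linear signals it was 0.538 and 0.222, in the other order. Without the other small RNA entries, a setting chosen after seeing the data, the mean r over the top 50 was 0.470 ± 0.185 for AGO2 and 0.634 ± 0.096 for GW182. The correlations are across entries, which are not independent replicates.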

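By RT-qPCR the paper compared 7 miRNAs in IP with IgG-IP controls, and it normalized its IP/IN ratios by IgG. No array holds an IgG sample, so a test of IP against IN does not repeat that comparison. On the arrays, of the 7 miRNAs that the paper measured by RT-qPCR, only hsa-miR-16 passed the test in AGO2-IP against IN, as 1 of 7 (1 adjusted over the list alone), and none passed in GW182-IP (0 adjusted over the list alone). For AGO2 the count was 0 with the 75th percentile of the entries detected on all arrays. It was 6 without normalization, for lists a setting chosen after seeing the data (limma's fry, adjusted p = 1.2e-05, and 0.85 with an estimated correlation). For AGO2 the differences in log2 signal of the 6 others were 0.97 for hsa-miR-141, which marks epithelial cells, 1.22 for hsa-let-7f, 0.77 for hsa-miR-24, 0.31 for hsa-miR-23a, 0.29 for hsa-miR-21 and 0.25 for hsa-miR-27a. That of hsa-miR-21 was 0.00, 0.00 and 0.88 in the 3 experiments, since quantile normalization gives the brightest entry of every array 1 value, while its share of the signal before normalization fell from 32.1%, 30.7% and 20.2% in IN to 17.6%, 8.0% and 8.0% in IP. For GW182 they were 0.60 for hsa-let-7f, 0.45 for hsa-miR-24, 0.43 for hsa-miR-141, 0.37 for hsa-miR-21, 0.27 for hsa-miR-16, 0.21 for hsa-miR-23a and -0.06 for hsa-miR-27a. The median of the 7 was 0.77 for AGO2 (limma's fry, adjusted p = 0.12) and 0.37 for GW182 (adjusted p = 0.81). With the experiment as a term, 4 of the 7 passed for AGO2, all higher (limma's fry, adjusted p = 0.00014), and fry gave an adjusted p of 0.044 for GW182, with no single miRNA past the threshold. With that term the lists did not pass in limma's camera with an estimated correlation (adjusted p = 0.48 for AGO2 and 0.53 for GW182). Before normalization the mean log2 difference of the 7 was 4.21, 5.70 and 6.03 in AGO2 experiments 1, 2 and 3, and -1.15, 0.13 and -0.74 in those of GW182, so that the differences on normalized signals are relative to the other entries. hsa-miR-1260, the entry of the red point, had a signal before normalization that fell in all 6 experiments, and was well above background on 1 of 5 GW182-IP arrays, so that the size of its fall was not compared between the proteins. hsa-let-7a had a difference of 0.78 in AGO2-IP (adjusted p = 0.15, and 0.0019 with the experiment as a term) and of 0.39 in GW182-IP, and hsa-miR-27a* was not detected on any array and was not tested.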

Additional file 2: Gene set enrichment analysis results with seven top expressed miRNA predicted targets sets. Predicted targets of miRNAs (column 1) were predicted with three different target prediction tools (column 2). The total number of predicted targets is indicated in column 3. Five lists of genes were analyzed. For each list of genes the number of genes in common with the predicted targets and the associated hypergeometric test pvalue are provided. The total number of genes considered in the analysis is 16,392. The five considered lists are: a list of genes enriched in AGO2 IP sample from [13]; lists of genes enriched in AGO2 IP vs IN and IP vs FT samples; lists of genes enriched in GW182 IP vs IN and IP vs FT samples.

Additional file 3: Summary of enriched and underrepresented genes. Summary of enriched and underrepresented genes in AGO2 and GW182-IP vs FT comparisons performed by SAMR (column 2–3). The enrichment results obtained with the REA algorithm are reported in columns 4–5. Columns 6 and 7 report the 3’UTR and Coding region (CR) lengths respectively. In columns 8–21 we report the number of binding sites predicted by Targetscan in the 3’UTR and the Coding region of seven highly expressed miRNAs.

Additional file 4: Overview of gene expression levels in IP and FT samples. Focus on the enriched genes in AGO2-IP and GW182-IP vs FT samples. The reported expression levels are computed as the average values of the three performed experimental replicates.

Additional file 5: Venn diagram of lists of enriched genes. The considered lists are: AGO2-IP (UP_AGO2 set), the list of enriched genes detected by Fan et al. [13] (UP_AGO2_Fan) and our list of enriched genes in GW182-IP sample (UP_GW182). The reported *p*-values refer to the closest intersection set of genes and are computed with one tail Fisher-test.

Additional file 6: Wilcoxon test p-values summary. Wilcoxon test p-values (log10) obtained by comparing the variable values associated with the enriched/underrepresented genes sets. Three different miRNA target prediction tools (Targetscan, PITA and miRanda) were used to compute the necessary binding sites (BS) matrices. The BS matrices used to compute the p-values in the last panel were obtained by considering BS predicted by at least two of the three prediction tools. In each panel, the variables computed with the three AGO2 IN profiles were used to distinguish enriched and underrepresented genes in AGO2-IP vs FT and the variables computed with the three GW182 IN profiles were used to distinguish enriched and underrepresented genes in GW182-IP vs FT.

Additional file 7: Summary of miRNA expression profiles shuffling effects. ROC analysis was performed to evaluate the performance of F6 and F4d variables, computed with simulated miRNA profiles, in distinguishing enriched/underrepresented genes in AGO2 or GW182-IP samples. Each panel reports the AUC values obtained with simulated variables. Each boxplot refers to AUC values obtained with a specific set of simulations, where the expression profile of a set of miRNAs was shuffled. The boxplot in the center was obtained by shuffling all miRNAs. The boxplots from the center to the right refer to simulations where all the miRNAs were shuffled with the exception of n top expressed miRNAs, n increasing in the right direction. The boxplots from the center to the left refer to simulations where all the miRNAs were shuffled with the exception of n low expressed miRNAs, n increasing in the left direction. The green horizontal line defines the AUC value obtained with the original miRNA expression profile. Boxplots are colored in red if less than 5% of the simulations reach the AUC original value, green otherwise. This file contains the following simulation results: A. Simulated F6 variable distinguishing AGO2 enriched vs underrepresented genes. B. Simulated F6 variable distinguishing GW182 enriched vs underrepresented genes. C. Simulated F4d variable distinguishing AGO2 enriched vs underrepresented genes. D. Simulated F6&F4d SVM model distinguishing AGO2 enriched vs underrepresented genes.

Additional file 8: Empirical Cumulative Distribution Function of 3’UTR and coding region length of IP-Enriched genes. Enriched genes in AGO (1–4) and in GW182 protein family IP selected by considering log2 IP-Enrichment of transcript greater than 1. Data are downloaded from Landthaler et al. [14]. The Empirical Cumulative Distribution Function of the 3’UTR length (top) and coding region length (bottom) of genes enriched exclusively by AGO-IP (red line), GW182-IP (blue line) and both IPs (black line) are reported. The reported *p*-value is computed by performing a Wilcoxon test to compare the length distributions of genes enriched exclusively in AGO-IP and in GW182-IP.

Additional file 9: Summary of miRNA expression profiles switch between experiment replicas. ROC analysis of F6&F4d SVM model trained with variables calculated with miRNA expression profiles from each of the three anti-AGO2 RIP experiments. SVM models were used to classify the top 1000 and the bottom 1000 genes with respect to the IP/FT mRNA expression ratio, computed for each of the three AGO2 RIP experiments.

## Abbreviations

3’UTR: 3′ untranslated regions
AUC: Area under the (ROC) curve
ECDF: Empirical Cumulative Distribution Function
FT: Flow-through
miRNA: microRNA
RIP – Chip: RIP coupled to microarray
RIP: RNA-binding protein immunoprecipitation
RISC: RNA-induced silencing complex
ROC: Receiver operating characteristic
SVM: Support vector machine

# Supplementary material for: RIP-Chip analysis supports different roles for AGO2 and GW182 proteins in recruiting and processing microRNA targets
**Source:** BMC Bioinformatics. 2019 Apr 18;20(Suppl 4):120. doi: 10.1186/s12859-019-2683-y
**Supplement:** Supplementary file 6 — Wilcoxon test p-values summary. Wilcoxon test p-values (log10) obtained by comparing the variable values associated with the enriched/underrepresented genes sets. Three different miRNA target prediction tools (Targetscan, PITA and miRanda) were used to compute the necessary binding sites (BS) matrices. The BS matrices used to compute the p-values in the last panel were obtained by considering BS predicted by at least two of the three prediction tools. In each panel, the variables computed with the three AGO2 IN profiles were used to distinguish enriched and underrepresented genes in AGO2-IP vs FT and the variables computed with the three GW182 IN profiles were used to distinguish enriched and underrepresented genes in GW182-IP vs FT.

AGO2			GW182			AGO2			GW182			AGO2			GW182			AGO2			GW182			
1	2	3	1	2	3	1	2	3	1	2	3	1	2	3	1	2	3	1	2	3	1	2	3	
-2.6	-1.9	-0.79	-13	-13	-18	-2	-1.2	-0.37	-10	-10	-15	-2.9	-1.9	-0.96	-11	-13	-18	-2.2	-1.8	-0.61	-11	-13	-16	F7d
-8.5	-7.2	-5.1	-19	-19	-25	-7.9	-6.7	-4.7	-19	-19	-25	-8.3	-6.7	-4.9	-17	-18	-24	-7.9	-6.5	-4.7	-18	-18	-24	F9
-4.9	-3.7	-2.3	-18	-19	-24	-4.4	-3.5	-1.8	-23	-23	-30	-4.6	-3.4	-2.2	-18	-19	-25	-4.4	-3.1	-2.2	-20	-21	-27	F3d
-0.089	-0.024	-0.23	-7.4	-5.6	-12	-0.92	-0.61	-0.24	-6.2	-6.3	-9.8	-1.2	-0.95	-0.47	-7.1	-6.5	-11	-0.087	-0.068	-0.2	-6.1	-6	-9.8	F5d
-1.9	-2	-3	-2.2	-4.2	-0.29	-0.43	-0.64	-1.3	-1.8	-2.8	-0.31	-0.48	-0.59	-1.2	-1.8	-2.8	-0.26	-1.8	-1.9	-2.9	-1.8	-2.9	-0.34	F5
-0.23	-0.0015	-0.71	-0.36	-0.85	-0.52	-0.068	-0.16	-1.1	-0.4	-0.92	-0.58	-0.28	-0.038	-0.64	-0.52	-0.8	-0.76	-0.095	-0.049	-0.91	-0.28	-0.37	-0.84	F7
-2	-1.3	-0.79	-11	-9.8	-18	-3	-2.4	-1.6	-17	-16	-25	-3.4	-2.7	-1.7	-12	-9.5	-18	-2	-1.4	-1	-12	-11	-20	F1d
-0.34	-0.13	-0.031	-0.74	-0.4	-3.4	-0.99	-0.76	-0.38	-3.1	-2.1	-7.3	-0.97	-0.73	-0.3	-0.8	-0.26	-3.2	-0.47	-0.23	-0.093	-1.2	-0.74	-4.3	F1
-2	-1.5	-0.64	-3.3	-3.3	-7.3	-2	-1.5	-0.54	-6.2	-5.6	-11	-1.8	-1.3	-0.57	-3.4	-3.2	-7.2	-2.1	-1.4	-0.75	-4.7	-4.5	-9.5	F3
-21	-21	-21	-74	-75	-73	-20	-19	-22	-53	-52	-54	-22	-20	-22	-70	-70	-66	-22	-21	-22	-64	-67	-61	F8
-17	-15	-16	-85	-84	-86	-15	-14	-15	-83	-84	-85	-17	-15	-16	-83	-83	-85	-16	-15	-16	-82	-82	-84	L2
-23	-22	-21	-59	-57	-60	-16	-15	-19	-49	-50	-49	-15	-14	-14	-47	-47	-46	-21	-20	-20	-44	-44	-47	F6
-14	-14	-12	-6.8	-9	-5.4	-9.3	-8.7	-11	-4.9	-3.7	-5.6	-5.9	-5.6	-5.7	-4.4	-4.6	-3.8	-11	-10	-9.4	-2.2	-3.2	-1.5	F6d
-8.7	-10	-9.6	-0.98	-1.8	-0.51	-12	-12	-14	-0.047	-0.15	-0.029	-7.9	-8.4	-8.8	-0.22	-0.32	-0.61	-5.5	-6.6	-6.4	-3.8	-3.4	-5	F8d
-7.4	-8.9	-7.3	-3.7	-3.3	-3	-3.9	-3.5	-3.8	-0.3	-0.064	-0.79	-2.5	-2.9	-3	-2	-2.7	-0.58	-5.8	-5.8	-5.1	-0.83	-0.97	-0.03	F2d
-11	-11	-11	-0.25	-0.55	-0.21	-3.7	-3.4	-4.1	-9	-8.3	-8.1	-9.1	-8.4	-8.1	-0.88	-1.7	-1.8	-8.4	-8.3	-6.3	-5.5	-7.5	-7.9	F4d
-7	-6.7	-6.7	-27	-25	-26	-5.4	-4.8	-5.9	-10	-10	-10	-6.7	-6.1	-6.3	-22	-22	-22	-7.6	-7.1	-6.5	-20	-20	-19	F4
-2.1	-1.9	-2	-29	-28	-29	-2	-1.9	-1.9	-30	-30	-29	-2.4	-2	-2.1	-27	-27	-28	-1.9	-1.8	-1.9	-28	-28	-28	L1
-6.9	-7.3	-6.9	-21	-19	-20	-4	-3.8	-4.3	-13	-13	-12	-3.3	-3.4	-3.5	-19	-18	-17	-5.6	-5.6	-5.1	-17	-16	-15	F2

Targetscan

PITA

miRanda

intersection

# Supplementary material for: RIP-Chip analysis supports different roles for AGO2 and GW182 proteins in recruiting and processing microRNA targets
**Source:** BMC Bioinformatics. 2019 Apr 18;20(Suppl 4):120. doi: 10.1186/s12859-019-2683-y

a) Simulated F6 variable distinguishing AGO2 enriched vs underrepresented genes

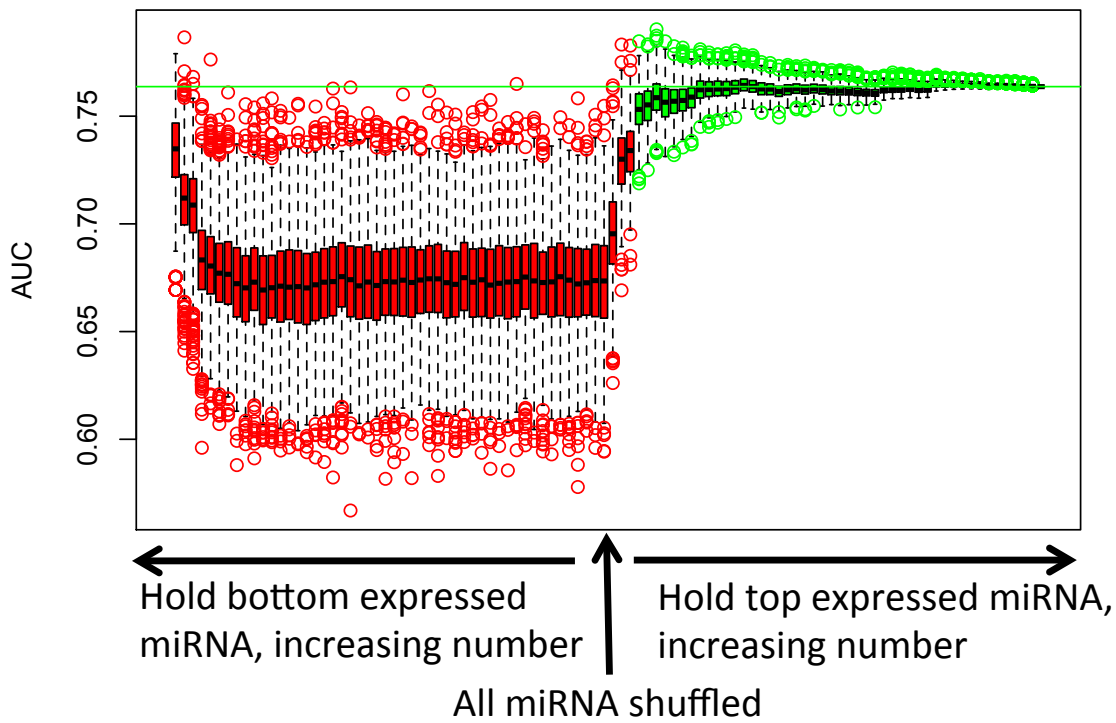

b) Simulated F6 variable distinguishing GW182 enriched vs underrepresented genes

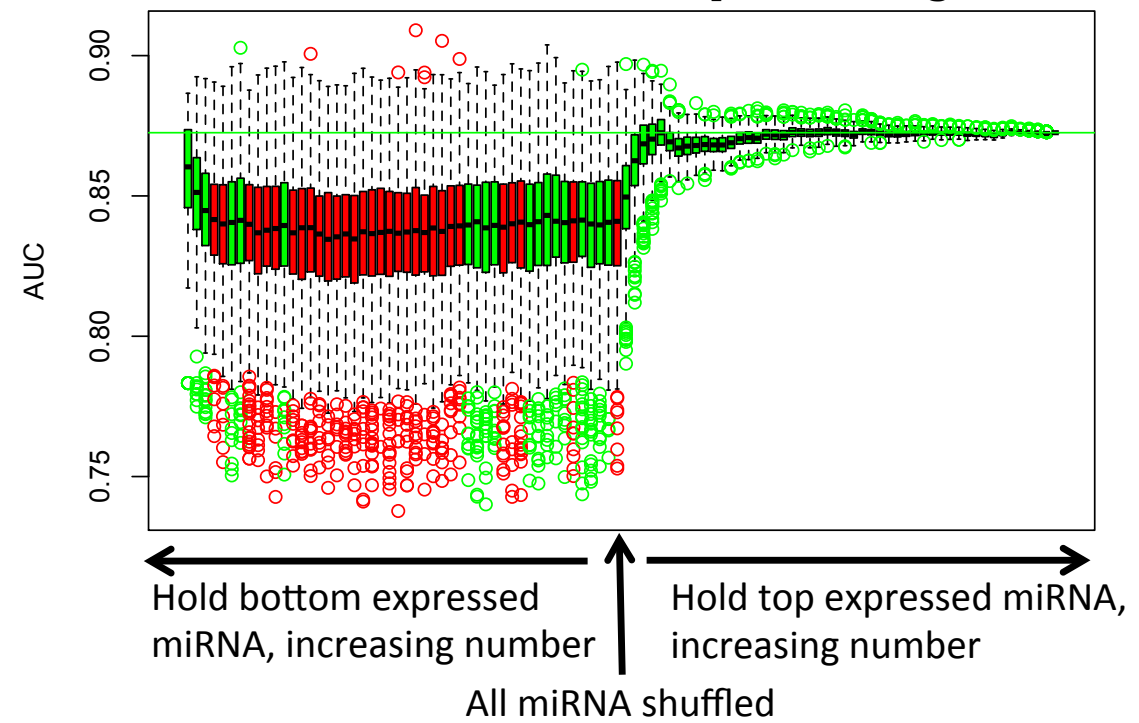

c) Simulated F4d variable distinguishing AGO2 enriched vs underrepresented genes

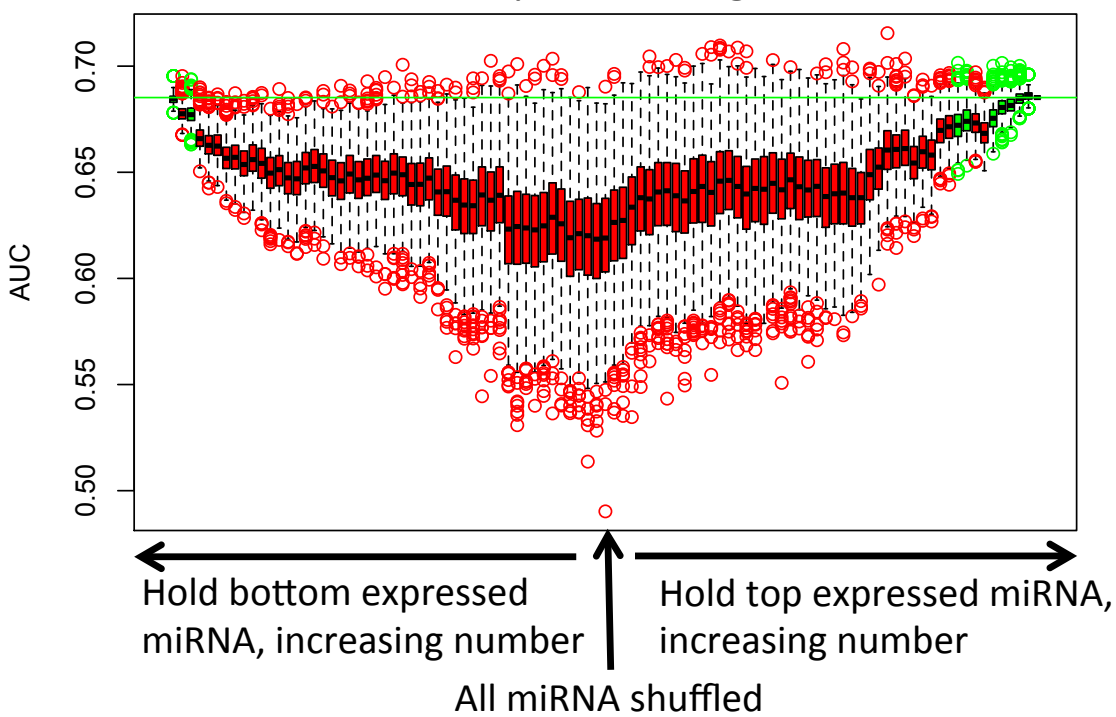

d) Simulated F6&F4d SVM model distinguishing AGO2 enriched vs underrepresented genes

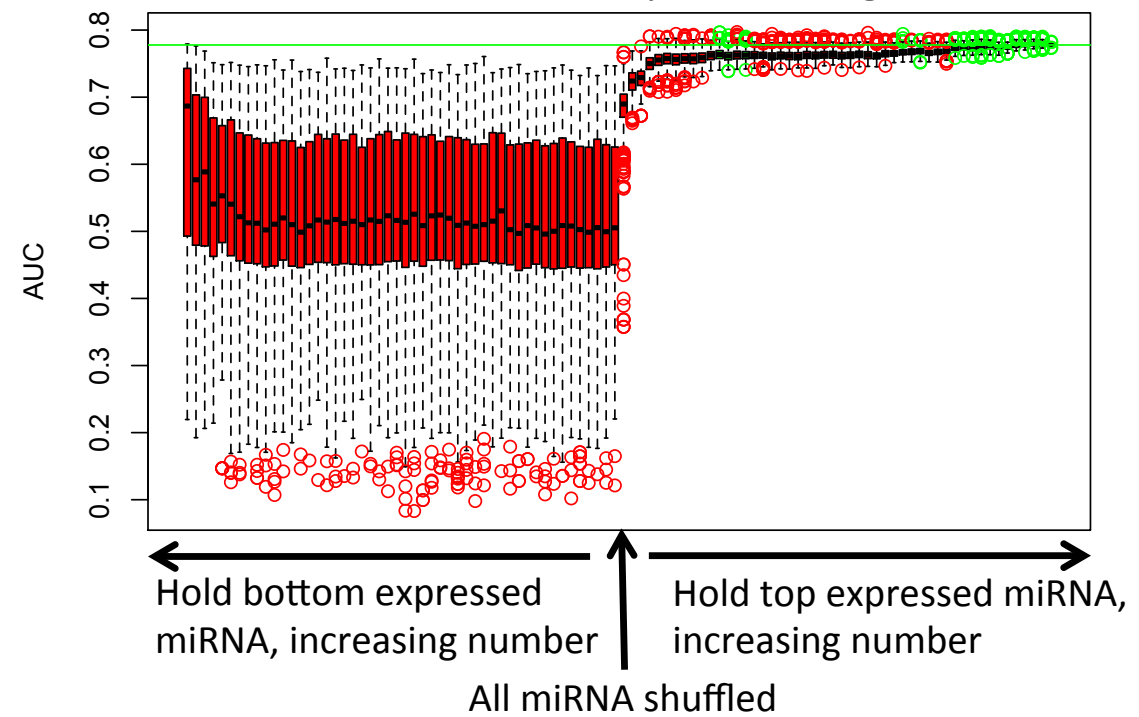

**Supplement:** Supplementary file 7 — Summary of miRNA expression profiles shuffling effects. ROC analysis was performed to evaluate the performance of F6 and F4d variables, computed with simulated miRNA profiles, in distinguishing enriched/underrepresented genes in AGO2 or GW182-IP samples. Each panel reports the AUC values obtained with simulated variables. Each boxplot refers to AUC values obtained with a specific set of simulations, where the expression profile of a set of miRNAs was shuffled. The boxplot in the center was obtained by shuffling all miRNAs. The boxplots from the center to the right refer to simulations where all the miRNAs were shuffled with the exception of n top expressed miRNAs, n increasing in the right direction. The boxplots from the center to the left refer to simulations where all the miRNAs were shuffled with the exception of n low expressed miRNAs, n increasing in the left direction. The green horizontal line defines the AUC value obtained with the original miRNA expression profile. Boxplots are colored in red if less than 5% of the simulations reach the AUC original value, green otherwise. This file contains the following simulation results: A. Simulated F6 variable distinguishing AGO2 enriched vs underrepresented genes. B. Simulated F6 variable distinguishing GW182 enriched vs underrepresented genes. C. Simulated F4d variable distinguishing AGO2 enriched vs underrepresented genes. D. Simulated F6&F4d SVM model distinguishing AGO2 enriched vs underrepresented genes.

# Supplementary material for: RIP-Chip analysis supports different roles for AGO2 and GW182 proteins in recruiting and processing microRNA targets
**Source:** BMC Bioinformatics. 2019 Apr 18;20(Suppl 4):120. doi: 10.1186/s12859-019-2683-y
**Supplement:** Supplementary file 9 — Summary of miRNA expression profiles switch between experiment replicas. ROC analysis of F6&F4d SVM model trained with variables calculated with miRNA expression profiles from each of the three anti-AGO2 RIP experiments. SVM models were used to classify the top 1000 and the bottom 1000 genes with respect to the IP/FT mRNA expression ratio, computed for each of the three AGO2 RIP experiments.

miRNA expression profile from IN sample of:

IN_1

IN_2

IN_3

AUC = 0.58

AUC = 0.54

AUC = 0.51

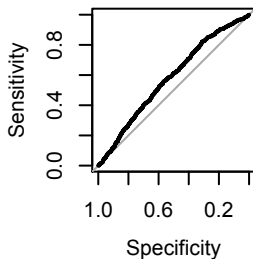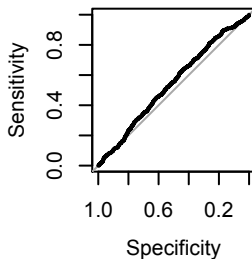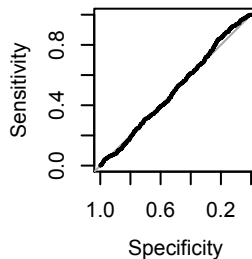

AUC = 0.69

AUC = 0.72

AUC = 0.68

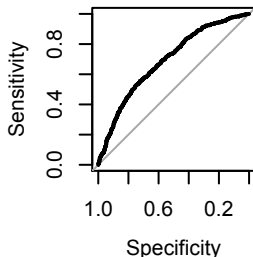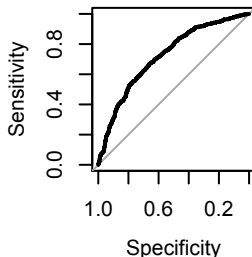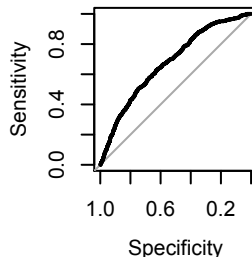

AUC = 0.74

AUC = 0.76

AUC = 0.77

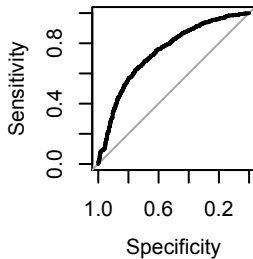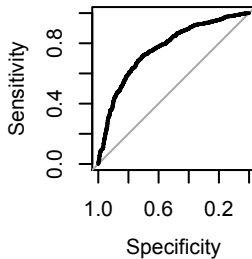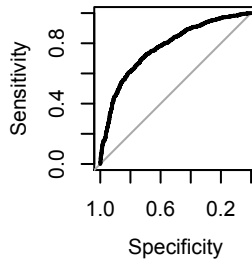

IP/FT ratio computed in experiment:

RIP_1

RIP_2

RIP_3

How the deposited data were processed for this re-analysis (not part of the article)

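miRNA profiles were measured with 33 Agilent Human miRNA Microarrays (8x15K) in 18 samples of MCF-7 cells: the IN, IP and FT fractions of 3 RIP experiments with an antibody against AGO2 and of 3 with an antibody against GW182. Of these samples, 15 were hybridized to 2 arrays and 3 to 1 array. The samples were mapped by their labels and the paper. The mRNA arrays and the RT-qPCR were not analysed here.

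Per the file headers and the methods, the intensities in the files were made by the authors with Feature Extraction 9.5.1 in 1 color, with background subtraction and spatial detrending of each spot, and no normalization between arrays. Each file holds the spots of 1 array, as linear intensity. The authors then quantile-normalized the arrays, checked the instrumental replicates by clustering and averaged them, and these steps came after the files.

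For each of the 939 entries of the array (851 human and 88 viral), the mean of the background-subtracted signal over spots not called outliers was taken for each probe and then averaged over probes. The 33 arrays were quantile-normalized, signals under 3.95 (the 5th percentile of the normalized signals of detected entries) were set to that value, log2 was taken, and the arrays of a sample were averaged. An entry was tested when Feature Extraction called it detected on at least 1 array, which left 530. An entry was taken as well above background on an array when Feature Extraction called at least 0.5 of its spots so. Where no array of 1 of 2 groups met this, the fold was given as a lower bound against the lowest signal well above background on each array, and where no array of either group did, no fold was given. Outside the part on processing, no size was given either for a named entry where fewer than 0.5 of the arrays of 1 group met it, a rule added after the data were seen. Summed signals and the shares of hsa-miR-21 were computed before normalization. The median local background of an array was between 23.5 and 80.5, and the arrays were read on 2 scanners from 7 slides, of which 0 held samples of both proteins.

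Groups were compared with limma 3.58.1 in R 4.3.3, with 1 mean for each of the 6 groups of 3 samples, 12 residual degrees of freedom and 0.6 prior degrees of freedom. The comparisons were IP against IN, IP against FT and FT against IN within each protein, the difference between the proteins in the first 2, and IN between the proteins. p was adjusted by Benjamini-Hochberg over the 530 entries, with a threshold of 0.05. Each set of an IN, an IP and an FT sample comes from 1 experiment, and within experiments the deviations from the group means had correlations between 0.326 and 0.868 (18 correlations, above the threshold of 0.1 set for use of the experiment as a term). By that threshold the term was called for, but the main fit was kept without it because the methods name no pairing. Values with that term are given where they change a call or move a count by over 1.5 times. Distances between samples were 1 minus Pearson's r, with average linkage. Differences between correlations were tested by exact permutation of the 6 experiments, where 0.1 is the smallest p, and adjusted over 6 tests. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

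miRNAs were named by a rule set before the data were examined, as were the alternatives listed in the next paragraph. For each comparison of IP with IN or FT it took the 10 largest rises and the 10 largest falls among entries past the threshold with 1 sign in all 3 experiments. It added the 10 with the highest mean IN signal, every miRNA the paper names, and up to 4 of the brightest and 4 of the most changed members of each list, which gave 110 entries. There were 12 lists, 10 written by hand and 2 made by a rule on names: the 7 miRNAs of the RT-qPCR, other small RNAs (tRNA, rRNA and similar fragments listed as miRNAs), the let-7 family, the miR-200 family, the miR-17/92 family, the miR-23/27/24 clusters, the miR-15/16 family, the miR-26, miR-29 and miR-30 families, miRNAs of luminal breast cells, miRNAs of other cell types, passenger strands and viral entries. Lists were tested with fry and with camera using an estimated correlation, each adjusted over 12 lists. The first tests a list against no change, and camera compares it with the other entries. F6 was computed for 7 miRNAs from Additional file 3 of the paper, which lists sites and genes. The variables that use the top 50 miRNAs were not computed, since the sequences and sites they need were not used here.

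Alternatives were 75th percentile scaling (over all entries, or over the 73 detected on every array), no normalization, the total gene signal of Feature Extraction, normexp with an offset of 50, other detection rules, other floors, 1 array per sample, the experiment or the slide as a term, a trend in the prior, a fit of only the groups compared, SAM at a q-value of 5%, and leaving out each sample set in turn. Leaving out other small RNAs, and leaving out AGO2 experiment 3 with GW182 experiments 1 and 2, were chosen after seeing the data. Tested on simulated data with 50 of 530 entries changed, limma found 26 at a log2 size of 2 and 39 at 3, with 5 false calls at each size, and SAM found 14 and 32 with 0 false calls.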

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

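The tests of RNA amount, normalization and viral RNA in this part were chosen after the results were seen, and the counts over other splits of the samples were planned.

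The change from IN to IP differed between AGO2 and GW182 for 94 entries, and the change from FT to IP for 97, by a test of the difference itself. Against IN, 55 had the higher and 39 the lower change in AGO2, a split that was 3 and 76 with the 75th percentile of the entries detected on all arrays and 277 and 0 without normalization, so the direction depends on the scaling. The 10 splits of 3 against 3 experiments are too few for a share under 0.05. The real split gave 94 and the highest other 1 for IN, and the real split gave 97 and the highest other 1 for FT. The IN, FT and IP arrays of each AGO2 experiment shared their slides. In GW182 experiment 3 the IN and IP arrays shared 1 slide, and in experiments 1 and 2 they did not. On single arrays, which count arrays of 1 sample as separate values, 93 of the 94 calls against IN kept their direction and passed with the slide as a random term, as did 30 of the 38 calls of GW182 IP against IN with the slide as a fixed term. A difference between the proteins themselves stays open and was not tested further.

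Beside hsa-miR-1260, which the paper reports, the other small RNA entries had a median log2 change from IN to IP of AGO2 of -8.41. The paper reports several miRNAs that are bright in IN and low in AGO2-IP, but does not describe these entries as other small RNAs. These entries are listed as miRNAs on the array and are fragments of tRNA, rRNA and similar RNAs. Less RNA labelled for IP would lower all entries alike. Before normalization the 7 miRNAs of the RT-qPCR kept a mean change above that of the other small RNAs by at least 4.65 on the log2 scale in each of the 6 experiments, which argues against it. Quantile normalization as the whole source is argued against by a mean change of -4.40 for AGO2, the higher of the 2 proteins, without normalization. That fragments which AGO2 and GW182 do not bind are lost in the IP stays open, as a hypothesis found and tested on 1 set of data. All IP samples were extracted by the two-step method of the RIP-Assay Kit, and IN and FT samples by TRIzol LS or miRNeasy. No array holds an IgG-IP sample. On these arrays, a loss of these fragments in the extraction can therefore not be told apart from a lack of binding. For hsa-miR-1260a, the paper reports that RT-PCR, with IP/IN ratios normalized by IgG controls, also found it underrepresented. That measurement bears on 1 of these entries and was not analysed here.

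The viral entry ebv-miR-BART1-3p was detected on 27 of 33 arrays, in all experiments except AGO2 experiment 1, where 0 of 6 arrays called it. In the other 5 experiments its IN signal before normalization was between 910 and 3681, and its IP signal between 2370 and 15248. Epstein-Barr virus in the cells would bring several of its miRNAs, and 0 other EBV entries reached 10% of its median signal, the next being ebv-miR-BART13 with 2.3%. Levels of different probes exclude nothing by themselves, so the virus stays open. The entries ebv-miR-BART13, ebv-miR-BART19-3p and ebv-miR-BART12 were detected on 22, 15 and 13 arrays. However, ebv-miR-BART13 had 245 in the IN sample of AGO2 experiment 1, where ebv-miR-BART1-3p had 0.617. In the IP samples ebv-miR-BART13 lay between -5.62 and 6.70 before normalization. Its detection thus did not follow that of ebv-miR-BART1-3p and adds no evidence for the virus. The ebv-miR-BART1-3p signal was higher in IP than in IN in 5 of the 5 experiments with the entry, as RNA added to or carried into the samples would give. For AGO2 this is weak evidence, because 320 of 530 entries were higher in AGO2-IP without normalization. In GW182-IP 0 entries were called higher than in IN without normalization. Among the 63 entries with signals above 20 in every GW182 IN and IP sample, its mean log2 rise of 2.15 was the largest. The next was 0.81, and the median was -0.48. Its log2 rise was 1.26 and 0.76 in AGO2 experiments 2 and 3, against a mean of 5.70 and 6.03 for the 7 miRNAs of the RT-qPCR. In GW182 it was 2.36, 2.71 and 1.38, against -1.15, 0.13 and -0.74. The entry thus did not change as those 7 miRNAs did. Its source may be the virus, RNA added to or carried into the samples, or another RNA that binds the probe, and the last was not tested.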

How the results depend on the processing

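Leaving out other small RNAs and leaving out AGO2 experiment 3 with GW182 experiments 1 and 2 were chosen after the results were seen. In the second setting most GW182 calls of the main fit for IP against IN and against FT were not kept. Its calls for GW182 IP against IN were also no longer mostly falls. A total that stays within 1.5 times thus does not mean that the same entries were called. With 1 GW182 sample per group, that setting cannot decide which GW182 calls hold. Over all alternatives 9537 values kept their side of the threshold or stayed within their spread or within 1.5 times. For values not called in the main fit, direction was not checked. Beside these, 649 came to pass the threshold, 542 no longer passed, 112 moved and 56 reversed. Of the calls of named miRNAs, 93 stayed, 83 no longer passed and 3 reversed with the 75th percentile of the entries detected on all arrays. Without normalization these were 117, 44 and 18. Unless construction shows it, the cause was not tested. With the total gene signal of Feature Extraction, a trend in the prior, or the first array of each sample, no count moved by over 1.5 times. The GW182-IP arrays were dimmer, with 97 to 148 detected entries against 349 to 424 in AGO2-IP, and what this limits was not tested.

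Scaled to the 75th percentile of the entries detected on all arrays, 117 entries passed for AGO2 IP against IN, 1 for AGO2 FT against IN, 33 for GW182 IP against FT, 9 for GW182 FT against IN, 56 for the difference between the proteins against FT, and 67 between the IN groups. The cluster of AGO2-IP held 0 other samples. hsa-miR-132* turned to -1.20 against FT and -0.82 against IN in AGO2-IP, and hsa-miR-135b to -0.13 against FT. The list means of miRNAs of other cell types turned to -0.84 (FT) and -0.54 (IN), of passenger strands to -1.28 and -1.15, and of the miR-15/16 family in GW182 against FT to -0.06.

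Scaled to the 75th percentile of all entries, 92 passed for GW182 IP against IN, 24 against FT, and 147 for the difference between the proteins against IN. In GW182-IP against FT the values turned to -1.23 (hsa-miR-15b), -0.37 (hsa-miR-186), -0.64 (hsa-miR-25), -0.79 (hsa-miR-30d) and -0.70 (hsa-miR-7). Against IN they turned to -3.22 (hsa-miR-106b), -2.71 (hsa-miR-15a), -3.05 (hsa-miR-16), -0.99 (hsa-miR-186), -2.58 (hsa-miR-23b), -2.27 (hsa-miR-25), -2.47 (hsa-miR-26a), -2.73 (hsa-miR-27b), -2.56 (hsa-miR-29c), -2.44 (hsa-miR-30b), -1.84 (hsa-miR-30d), -2.88 (hsa-miR-342-3p), -2.13 (hsa-miR-7) and -2.86 (hsa-miR-96).

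Without normalization, 346 passed for AGO2 IP against IN, 343 against FT, 9 for GW182 IP against IN and 9 against FT, 277 and 286 for the difference between the proteins, and 0 between the IN groups (97 at an unadjusted p in limma with normalization). In AGO2-IP against FT values turned to 0.13 (hsa-miR-1305), 4.30 (hsa-miR-21*), 0.81 (hsa-miR-212), 0.23 (hsa-miR-223), 3.29 (hsa-miR-335*), 0.02 (hsa-miR-634), 0.40 (hsa-miR-923) and 0.45 (hsv1-miR-H6), and against IN to 4.13 (hsa-miR-21*), 0.77 (hsa-miR-212), 0.20 (hsa-miR-223) and 0.49 (hsv1-miR-H6). In GW182-IP against FT they turned to -0.02 (ebv-miR-BART10*), -0.57 (hsa-miR-186), -0.08 (hsa-miR-335*), -0.09 (hsa-miR-340*), -0.29 (hsa-miR-484), -0.16 (hsa-miR-576-5p) and -0.15 (hsa-miR-634), and against IN to -0.03 (hsa-miR-25) and -0.11 (hsa-miR-7). The list means against FT turned to -0.31 (miR-15/16 family) and -0.26 (miR-26, miR-29 and miR-30 families) in GW182.

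With the slide as a random term on single arrays, 306 passed for AGO2 IP against IN, 324 against FT, 8 for FT against IN, 104, 139 and 17 for the same comparisons of GW182, and 167 and 185 for the difference between the proteins against IN and FT. As a fixed term it gave 326, 336 and 1 for AGO2, and 64 for GW182 IP against IN and 1 for FT against IN. Both count arrays of 1 sample as separate values. With the experiment as a term, 68 passed for GW182 IP against IN and 129 against FT. Beside the results given with it, the term changed no other call of a list or named miRNA in the text and moved no other count by over 1.5 times. With no filter, 1 passed for FT against IN in AGO2 and 2 in GW182. A fit of only the groups compared, with fewer samples, gave 1 for AGO2 FT against IN, 22 for GW182 IP against FT and 12 between the IN groups. SAM gave 1 for FT against IN in each protein, 31 for GW182 IP against FT, 210 for the difference between the proteins against IN and 41 between the IN groups. normexp gave 25 for GW182 IP against IN and 1 between the IN groups, which had 11 for entries detected on every array of a group, 45 with a floor of 1 and 7 with a floor 2 times as high. Without AGO2 experiment 3 and GW182 experiments 1 and 2, where 1 GW182 sample per group is assumed to vary like the others, FT against IN gave 5 in AGO2 and 36 in GW182.

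On linear signals the difference in mean r of IP with IN, GW182 minus AGO2, turned from 0.122, 0.219 and 0.233 (all entries, top 100 and top 50) to -0.159, -0.196 and -0.223. The mean r of AGO2-IP with FT over the top 50 turned from -0.193 to 0.265 on linear signals, 0.0566 over entries detected on all arrays and 0.305 without other small RNAs. The mean r between AGO2-IN samples was 0.933, and 0.893 on linear signals and 0.875 over entries detected on all arrays, where that of GW182-IN fell from 0.903 to 0.677. The AGO2-IP cluster held 0 other samples on log2 signals, with or without other small RNAs, 4 over entries detected in every sample and 11 on linear signals without other small RNAs, and that of GW182-IP 0 on log2 signals and 12 on log2 signals without other small RNAs. Entries detected in every sample were 81. The share of hsa-miR-21 was 9.0% on quantile-normalized signals and 41.5% without other small RNAs.

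Leaving out 1 sample set at a time gave 133 (without AGO2 replicate 2) to 212 for AGO2 IP against IN, 0 to 5 (without AGO2 replicate 3) for AGO2 FT against IN, 34 (without GW182 replicate 2) to 74 for GW182 IP against FT, 0 to 4 (without GW182 replicate 1) for GW182 FT against IN and 4 (without AGO2 replicate 1) to 52 (without GW182 replicate 3) between the IN groups, where it was 6 without AGO2 replicate 2, 7 without GW182 replicate 1 and 11 without GW182 replicate 2. The mean r between IN samples was 0.914 to 0.960 for AGO2 and 0.840 to 0.956 for GW182. The cluster of AGO2-IP held 0 to 1 other samples and that of GW182-IP 0 to 13.

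Alternatives for the variables that use the top 50 miRNAs were not run. The experiment as a term has no value for IN between the proteins, nor has the slide as a fixed term for comparisons between the proteins.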

Differences from the paper's values

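The paper states that hsa-miR-21 covers 60% of the miRNA expression profile. Here its mean share of the summed signal of the 6 IN samples was 20.8%. All alternatives set before the data were examined also differed from the paper's value: 9.0% on quantile-normalized signals, 20.8% with the total gene signal of Feature Extraction, 21.2% over human detected miRNAs, and 18.6% to 24.7% when 1 IN sample was left out. Without the other small RNA entries, a setting chosen after seeing the values, the mean was 41.5% ± 20.6 (SD, n = 6). The shares ran from 3.4% in GW182-IN2 to 60.0% in AGO2-IN1. So wide a spread cannot set this mean apart from the paper's value, nor does it show that they match. That setting drops 1 miRNA that the paper names, hsa-miR-1260.

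The paper describes the AGO2-IP samples as the only homogeneous cluster of miRNA profiles. On linear signals the smallest cluster with the 3 AGO2-IP samples here also held GW182-IP3. On log2 signals, and with the 75th percentile of the entries detected on all arrays, the AGO2-IP samples formed a cluster of their own. On log2 signals the 3 GW182-IP samples did so too, which the paper does not describe, but their cluster held 12 other samples without the other small RNA entries, a setting chosen after seeing the data.

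The paper describes GW182-IP and IN as more similar to each other than AGO2-IP and IN. On log2 signals the mean r here was 0.886 for GW182 and 0.763 for AGO2, in the same order, and on linear signals it was 0.502 and 0.661, in the other order.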

Other observations

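The tests of slide, extraction kit and cell mixture in this part were chosen after the results were seen, and the counts over other splits of the samples were planned.

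Passenger strands moved both ways in AGO2-IP against IN: 28 of 112 were higher and 11 lower (27 and 11 adjusted over the list alone), with a median of 0.27 (fry, adjusted p = 3.9e-07 from limma, and 0.69 with an estimated correlation). Over all 530 entries 127 were higher and 76 lower, with a median of 0.447. The list was thus not set apart as higher, since fry tests against no change and not against the other entries. hsa-miR-340* was at least 5.12-fold higher, but did not pass with the 75th percentile of the entries detected on all arrays (0.61), whereas hsa-miR-150* and hsa-miR-1914* were lower. The mean of the list turned to -1.15 with that scaling. In GW182-IP 1 was higher and 3 were lower, and 6 and 5 with the experiment as a term. Of 14 miRNAs known from other cell types, 4 were higher and 1 lower in AGO2-IP (4 and 1 adjusted over the list alone; fry, adjusted p = 9.7e-05 from limma, and 0.69 with an estimated correlation). hsa-miR-451, from red blood cells, was at least 2.40-fold higher, and the myeloid hsa-miR-223, with signals well above background on 0 of 6 IN arrays and 1 of 6 IP arrays, was called lower, which turned to 0.20 without normalization. hsa-miR-451 did not pass with the same scaling (0.80), and the mean of this list turned to -0.54. hsa-miR-223 did not pass without AGO2 replicate 1 (adjusted p = 0.052 from limma) or 2 (0.14). In GW182-IP the list did not pass (fry, adjusted p = 0.16 from limma, and 0.037 with the experiment as a term, where an estimated correlation gave 0.53).

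Among 12 miRNAs of luminal breast cells, limma called hsa-miR-191 higher in AGO2-IP (well above background on 2 of 6 IN arrays; adjusted p = 0.00035, and 0.28 under the 75th percentile of the entries detected on all arrays; 1 adjusted over the list alone; fry, adjusted p = 0.22) and none in GW182-IP (fry, adjusted p = 0.81). The let-7 family (9 members, fry, adjusted p = 0.46 and 0.76 for AGO2 and GW182), the miR-200 family (5 members, 0.74 and 0.92) and the miR-23/27/24 clusters (5 members, 0.54 and 0.81) had no member past the threshold of limma in either protein. Of the 13 members of the miR-17/92 family 2 were higher in AGO2-IP than in IN and 1 in GW182-IP (limma, fry, adjusted p = 0.061 and 0.54). With the experiment as a term, AGO2-IP had higher 7 of the luminal miRNAs, 2 of the let-7 family, 4 of the miR-200 family, 1 of the miR-23/27/24 clusters and 10 of the miR-17/92 family (fry, adjusted p = 0.0012, 0.0050, 0.00050, 0.029 and 2.0e-05 from limma, and 0.39 to 0.70 with an estimated correlation). GW182-IP then had higher 0 of the let-7 and 2 of the miR-17/92 family (5 and 2 adjusted over the list alone; fry, adjusted p = 0.028 and 0.021 from limma, and 0.53 for both with an estimated correlation). Without normalization, for lists a setting chosen after seeing the data, AGO2-IP had higher 11 of the luminal miRNAs and all members of these 4 groups (adjusted p of 0.85 to 0.88 with an estimated correlation in limma). Of 17 viral entries 3 were lower in AGO2-IP (3 adjusted over the list alone, and 6 with the experiment as a term; fry, adjusted p = 5.3e-06 from limma, and 0.040 with an estimated correlation), and without normalization the list did not pass (fry, adjusted p = 0.28). ebv-miR-BART13 was among those lower.

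The profiles of GW182 experiment 2 stood apart from the other experiments, and those of GW182 experiment 1 and AGO2 experiment 3 lay between. Against a slide or scan effect, hsa-miR-21 before normalization differed by 4.64 on the log2 scale between the IN samples of GW182 experiments 3 and 2 on 1 slide. Against the extraction kit, the IN sample of GW182 experiment 3, with the other kit, was closer to AGO2 experiments 1 and 2 than that of GW182 experiment 2 by 0.137 in mean r. The GW182-IP samples, which shared 1 extraction method, also had their lowest r (log2 signals) between experiments 2 and 3, at 0.805. Cells mixed with a second cell population may be behind the pattern: the share of the experiment 2 profile in GW182 experiment 1, from miRNAs at least 4 times higher and at least 4 times lower in experiment 2, was 63.8% and 63.8% in IN, 24.5% and 17.3% in FT, and 60.7% and 48.1% in IP, a difference of at most 12.7 points. With the 2 reference profiles brought to 1 scale the shares were 57.5% and 59.1% in IN and 44.1% and 49.9% in FT, which lay closer to IN than as measured. In AGO2 experiment 3 the 2 estimates were 51.0% and 66.9% in IN and 27.5% and 31.1% in FT as measured, and 1.8% and 31.1% in IP on that scale. For this IP sample as measured, 0 entries were at least 4 times higher and 270 at least 4 times lower in GW182 experiment 2. GW182-IP arrays were far dimmer than those of AGO2-IP, so its IP estimates cannot speak for or against a mixture. hsa-miR-205, with an IN signal of 62.3 in GW182 experiment 3 but -2.38 in experiment 1, does not follow a mixture, so the explanation stays open.

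For the comparisons of groups, 3 samples against 3 make 10 splits, too few for a share under 0.05. The real split and the highest other gave 203 and 1 entries for AGO2 IP against IN, 213 and 0 for AGO2 IP against FT, 38 and 2 for GW182 IP against IN, 54 and 16 for GW182 IP against FT, and 20 and 1 for IN between the proteins. For FT against IN they gave 0 and 13 in AGO2 and 0 and 4 in GW182, and as many as the real split were called in 10 of 10 splits. The splits do not keep the pairing of IN and FT by experiment, where the deviations of the AGO2 samples had correlations of 0.748 to 0.868.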
